# Gene expression in Atlantic salmon skin in response to infection with the parasitic copepod *Lepeophtheirus salmonis*, cortisol implant, and their combination

**DOI:** 10.1186/1471-2164-13-130

**Published:** 2012-04-05

**Authors:** Aleksei Krasnov, Stanko Skugor, Marijana Todorcevic, Kevin A Glover, Frank Nilsen

## Abstract

**Background:**

The salmon louse is an ectoparasitic copepod that causes major economic losses in the aquaculture industry of Atlantic salmon. This host displays a high level of susceptibility to lice which can be accounted for by several factors including stress. In addition, the parasite itself acts as a potent stressor of the host, and outcomes of infection can depend on biotic and abiotic factors that stimulate production of cortisol. Consequently, examination of responses to infection with this parasite, in addition to stress hormone regulation in Atlantic salmon, is vital for better understanding of the host pathogen interaction.

**Results:**

Atlantic salmon post smolts were organised into four experimental groups: lice + cortisol, lice + placebo, no lice + cortisol, no lice + placebo. Infection levels were equal in both treatments upon termination of the experiment. Gene expression changes in skin were assessed with 21 k oligonucleotide microarray and qPCR at the chalimus stage 18 days post infection at 9°C. The transcriptomic effects of hormone treatment were significantly greater than lice-infection induced changes. Cortisol stimulated expression of genes involved in metabolism of steroids and amino acids, chaperones, responses to oxidative stress and eicosanoid metabolism and suppressed genes related to antigen presentation, B and T cells, antiviral and inflammatory responses. Cortisol and lice equally down-regulated a large panel of motor proteins that can be important for wound contraction. Cortisol also suppressed multiple genes involved in wound healing, parts of which were activated by the parasite. Down-regulation of collagens and other structural proteins was in parallel with the induction of proteinases that degrade extracellular matrix (MMP9 and MMP13). Cortisol reduced expression of genes encoding proteins involved in formation of various tissue structures, regulators of cell differentiation and growth factors.

**Conclusions:**

These results suggest that cortisol-induced stress does not affect the level of infection of Atlantic salmon with the parasite, however, it may retard repair of skin. The cortisol induced changes are in close concordance with the existing concept of wound healing cascade.

## Background

The salmon louse (*Lepeophtheirus salmonis*) is an ectoparasitic marine copepod that causes major economic losses in commercial Atlantic salmon (*Salmo salar*) and rainbow trout (*Oncorhynchus mykiss*) aquaculture [1,2]. The parasite attaches to the hosts surface and may cause wounds through feeding actions, leading to reduced growth rates and ultimately osmoregularity failure in heavily infected individuals [3-6]. While a range of treatment strategies are implemented to control infection levels on commercial farms [7], the industry is heavily reliant on chemical treatments [8]. In recent years, the occurrence and severity of lice infestations on marine farms has steadily increased in parallel with the documented reduction of efficiency of chemical treatments [9], which is ultimately linked with lice developing resistance to them [10-14]. It is therefore of upmost importance to develop new and novel methods to combat this parasite. An essential part of this process is to gain a better understanding of the interactions between the host and parasite. Genetic variation in susceptibility to the salmon louse has been revealed among populations of brown trout (*Salmo trutta*) [15,16], and among populations of Atlantic salmon [17,18]. In addition, genetic variation at the family level, demonstrating additive genetic variation, has been reported in the Atlantic salmon [19-23]. Turning to species comparisons, several studies have demonstrated that the Atlantic salmon displays a higher susceptibility to the salmon louse in comparison with pacific salmonids such as coho (*Oncorhynchus kisutch*) and chinook *(O. tshawytscha) *salmon e.g. [24].

Stress is regarded as a significant factor that may increase the host's vulnerability to infection [25], and ultimately, the consequences of infection. The hypothalamic pituitary interrenal axis (HPI) plays a major part in reactions to stressors through the increased production of corticosteroids. In most vertebrates, two major corticosteroid classes exert distinct functions; glucocorticoids affect metabolism and the immune system while mineralocorticoids regulate the salt and water balance. In teleost fish cortisol is responsible for both glucocorticoid and mineralocorticoid functions [26]. Cortisol affects the immune system [27,28], energy metabolism [29,30], development of extracellular matrix and histogenesis [31], haematological features [32], proliferation and differentiation of gill epithelium cells [33] and acid-base status and hydromineral balance [26,34]. Cortisol plasma level is commonly used as a marker of acute stress in fish. Increased secretion of the hormone mobilises energy from storage to muscles and shuts down metabolic processes involved in growth and immunity [32]. In mammals, cortisol inhibits wound healing and retards reparation of damage [35]. It remains the first-line therapy for suppression of inflammation in human skin [36]. The cortisol effects on inflammation and wound healing in fish skin remain unexplored.

Stress in Atlantic salmon can be caused by diverse biotic and abiotic factors, including infection with the salmon louse itself. High levels of lice infection induce stress response, especially during the late developmental stages of the life cycle [4,37,38]. At present, knowledge of the relationship between host cortisol production and resistance to the parasite is limited. Johnson and Albright [24] reported suppression of inflammation and proliferation of skin epithelial cells in cortisol injected coho salmon, which was in line with increased susceptibility to *L. salmonis*. Comparisons of salmonid species with high and low resistance suggested an association between chalimus expulsion and the expression levels of the key inflammatory mediators: IL1β, IL-8 and TNF-α [39-41]; these cytokines are down-regulated by cortisol. Given multiple and complex effects of this hormone, interaction between the lice induced responses and stress is of considerable interest.

The aim of the present study was to compare the effects of salmon louse and stress hormone, to assess their interactions, and, to investigate if damage from lice infection can be aggravated with stress. Our recently developed 21 k oligonucleotide microarray [42] was previously used for gene expression profiling in Atlantic salmon skin at early stages of lice life cycle: 1-15 days post infection (dpi) [43]. Herein, we focused on the chalimus stage at 18 dpi, since our earlier transcriptomic study outlined the stress response during this period [44].

## Results

### Fish performance and blood parameters, a summary of gene expression changes

Salmon were challenged with copepods from a laboratory strain [45]. Upon termination of the experiments, the number of lice counted per fish ranged from 12 to 45 with the average value of 26 ± 7 (mean ± SD). Fish in the cortisol injected groups (C0 and CL) rejected feed until the end of the experiment while the S0 and SL fish resumed feeding on the day following sham injections. Cortisol and lice decreased the condition factor of the fish (Table 1). The level of plasma cortisol in CL was 7.7 fold of that in SL. Of note is that despite the high level of cortisol in C0, lice infection elevated it further to 124 ng/ml and the increase was equal to that which occurred in SL (128 ng/ml). Only significantly affected blood plasma parameters measured with i-STAT Portable Clinical Analyzer [46] are shown in Table 1. As expected, highest responses of glucose and sodium (indicators of secondary stress) were found in cortisol injected groups.

**Table 1:** Salmon performance and plasma cortisol

	*C0*	*CL*	*SL*	*S0*
Weight, g	47.9 ± 10.0^a^	53.2 ± 11.3^a^	64.1 ± 13.1^b^	51.9 ± 10.6^b^

Condition factor^1^	0.92^a^	0.89^a^	0.94^b^	0.97^b^

Lice number, per fish	0	26.5 ± 1.6	25.5 ± 1.3	0

Plasma cortisol, ng/ml	858.2 ± 36.3^a^	982.6 ± 45.6^a^	128.1 ± 22.7^b^	19.1 ± 9.7^b^

Sodium (Na+), mM	160.5^ab^	163.9^b^	156.6^a^	156.9^a^

Glucose, mM	5.35^b^	5.64^b^	4.09^a^	4.25^a^

^1^Calculated as weight, g × 100/(length, cm)^3^

Different superscript letters denote significant group differences calculated by one-way ANOVA followed by Tukey-Kramer test for post hoc comparisons (p < 0.05)

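Skin RNA was taken 18 days after infestation from 16 Atlantic salmon kept at 9°C, 4 in each of 4 groups: S0 (sham injection), SL (sham injection and lice), C0 (an oil implant with 80 mg cortisol per kg) and CL (the implant and lice). Each fish was hybridized to its own Agilent array of 60-mer probes together with a common reference mixed from the RNA of all 16 fish, with one of them labelled with Cy3 and the other with Cy5. Every one of the 4 slides held 1 fish of each group, and slide 1 was scanned on another day than slides 2 to 4. The dye of the fish sample alternated, so that on each slide C0 and CL carried one dye and SL and S0 the other. The authors deposited the scanner's signals for 44061 spots per array, of which 1417 were control spots, and log2 expression ratios of fish to reference made with lowess normalization after their removal of low quality spots. The deposited ratios number between 35625 and 38784 per array, except in SL-4 with 21795. In the fish channel the median spot signal was 1.52 to 6.12 times the local background, with medians of 3.99 in C0, 3.09 in CL, 1.80 in SL and 2.71 in S0. Between 53.6% and 86.5% of the probes of an array were well above background in that channel, no spot was saturated, and the number of arrays limits the precision.

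Here the log2 ratios were computed again from the scanner's median spot and background signals. They were corrected for background by the normexp method of limma with an offset of 50, normalized within each array by loess with the control spots at weight 0, and averaged over the 2 spots of each probe, leaving out spots that the scanner software marks as outliers. All log2 values given beside the results are ratios of fish to reference, or differences in that ratio between groups. The tests covered 17698 of 21322 probes, those well above background in the fish channel on at least 4 of the 16 arrays, and each probe counts as 1 gene. All 16 fish entered one limma model with 4 group means. Fish were taken as independent, although the paper kept them in 4 tanks, with lice and no lice in separate tanks. Genes were called changed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 difference above 0.6. Permutation tests of single genes and lists were exact and two-sided, and 4 fish against 4 cannot give a p below 0.0286. Additional file 1 of the paper names 1669 probes, all of which were tested, and gene names were taken from it.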

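Of the 17698 genes tested, 69 were called changed in C0 against S0 (26 higher, 43 lower) and 106 in CL (28 higher, 78 lower). Limma called 0 genes in SL, where 506 had an unadjusted p under 0.05, against 1992 in C0 and 2358 in CL. The paper's Dunnett test, applied to the same values without adjustment over genes, called 371, 338 and 17 genes in C0, CL and SL, and 9, 27 and 0 after Benjamini-Hochberg adjustment. The called genes had a median absolute log2 difference of 1.23 in C0 and 1.13 in CL. With the slide as a replicate block, 16 genes were called in C0, 45 in CL and 0 in SL, and 16 and 44 of them were among those called without it.

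Among the limma fits with all 16 fish, the C0 count ran from 2 with scaling between arrays to 417 with array weights. The CL count in those fits ran from 0 with that scaling to 196 without a minimum on the log2 difference. Of the alternatives, the model with slide and dye together was chosen after the data were seen, and it called 42 and 58 genes. Single fish also moved these counts. The C0 count was 12 without S0-3, 13 without C0-1, 21 without C0-2, C0-3 or S0-1, and 151 without CL-1. The CL count was 35 without S0-3, 40 without S0-1, 45 without CL-4, 48 without CL-3, 57 without CL-2 and 330 without CL-1. The CL-1 array correlated at r = -0.18 on average with the other CL fish across genes, and the other 15 arrays at 0.07 to 0.37 with their own groups. Among other divisions of the 8 fish into 4 and 4, none of 34 gave as many genes as C0 against S0, while 1 gave 507 against the 106 of CL.

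The 5 largest rises in C0, among called genes with all 4 fish outside the S0 range, were differentially regulated trout protein 1 (probe Ssa#S18835342), FK506-binding protein 5, C-C motif chemokine 25, GADD45 beta and heat shock cognate 70 kDa protein. The same list for CL was FK506-binding protein 5, taurine transporter, C-C motif chemokine 25, GADD45 beta and heat shock cognate 70 kDa protein. Differentially regulated trout protein 1 differed from S0 by 2.88 in C0, 2.40 in CL and 0.97 in SL (standard error 0.56), with adjusted p = 0.0412, 0.0645 and 0.996. Differentially regulated trout protein 1 lay outside the S0 range, on the side of the difference, in 4 C0, 4 CL and 3 SL fish (exact permutation p = 0.0286, 0.0286 and 0.0571). The largest falls in C0 were collagen type X alpha 1 precursor, type I collagen alpha 2 chain, 2 probes of collagen a3(I) and deoxyribonuclease gamma. In CL they were deoxyribonuclease gamma, hemoglobin subunits beta and alpha, parvalbumin beta 1 and testis expressed sequence 2. Against S0, collagen type X alpha 1 precursor (probe Ssa#S35501247) changed by -3.89 in C0, -2.29 in CL and 0.64 in SL (standard error 0.70, adjusted p = 0.0276, 0.157 and 0.996). For collagen type X alpha 1 precursor, 4 C0, 3 CL and 1 SL fish were beyond all S0 fish in that direction (exact permutation p = 0.0286, 0.0857 and 0.229). Log2 differences of the first collagen a3(I) (probe Ssa#DV107274) from S0 were -3.59 in C0, -2.20 in CL and 0.99 in SL (standard error 0.70) at adjusted p = 0.0398, 0.171 and 0.996. Values of the first collagen a3(I) were beyond every S0 value in 4 C0, 3 CL and 2 SL fish (exact permutation p = 0.0286, 0.0857 and 0.171). Against S0, the second collagen a3(I) (probe Omy#S23930476) changed by -3.10 in C0, -2.06 in CL and 0.69 in SL (standard error 0.40, adjusted p = 0.00713, 0.0296 and 0.996). For the second collagen a3(I), 4 C0, 4 CL and 3 SL fish were beyond all S0 fish in that direction (exact permutation p = 0.0286, 0.0286 and 0.0857). Log2 differences of hemoglobin subunit beta (probe Ssa#S50686573) from S0 were -2.76 in C0, -3.0 in CL and -0.30 in SL (standard error 0.59) at adjusted p = 0.0595, 0.0313 and 0.996. Values of hemoglobin subunit beta were beyond every S0 value in 4 C0, 4 CL and 2 SL fish (exact permutation p = 0.0286, 0.0286 and 0.371). Testis expressed sequence 2 (probe Ssa#CA061607) differed from S0 by -2.47 in C0, -2.74 in CL and -0.32 in SL (standard error 0.52), with adjusted p = 0.0553, 0.0265 and 0.996. Testis expressed sequence 2 lay outside the S0 range, on the side of the difference, in 4 C0, 4 CL and 2 SL fish (exact permutation p = 0.0286, 0.0286 and 0.4).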

The transcriptomic responses to cortisol treatment were highly significant, and much greater than the changes caused in response to infection with lice. In this respect, it is necessary to mention that gene expression responses to chalimus in salmon skin are smaller by magnitude in comparison with earlier (copepod) and later (motile lice) stages [43,44] The expression profiles in C0 and CL were similar. 

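Pearson's r between the log2 differences of C0 and of CL from S0 was 0.94 over the 131 genes called in C0, CL or both (Spearman's rho 0.95), with a jackknife error of 0.07 over fish. All 131 genes had the same sign in both groups, and 44 were called in both. This is a correlation across genes, which are not independent replicates, and both differences share the same 4 S0 fish. In 100 simulated data sets in which C0 and CL were drawn without any change, r had a median of 0.50 over all genes and of 0.76 over the genes of largest change relative to their spread, with a highest value of 0.87. Each gene was drawn independently there, whereas genes such as those of Table 5 moved together from fish to fish. The simulated r may therefore vary too little, and 0.87 is no upper limit for unchanged groups. The choice of genes moved the measured r most, to 0.83 over all 17698 genes tested. With the genes called by the Dunnett test r was 0.91 over 512 genes, and with each fish left out in turn it was between 0.91 (without CL-4) and 0.97 (without C0-2). The scaling between arrays leaves 2 genes, over which r has no meaning.

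**Figure D1:**
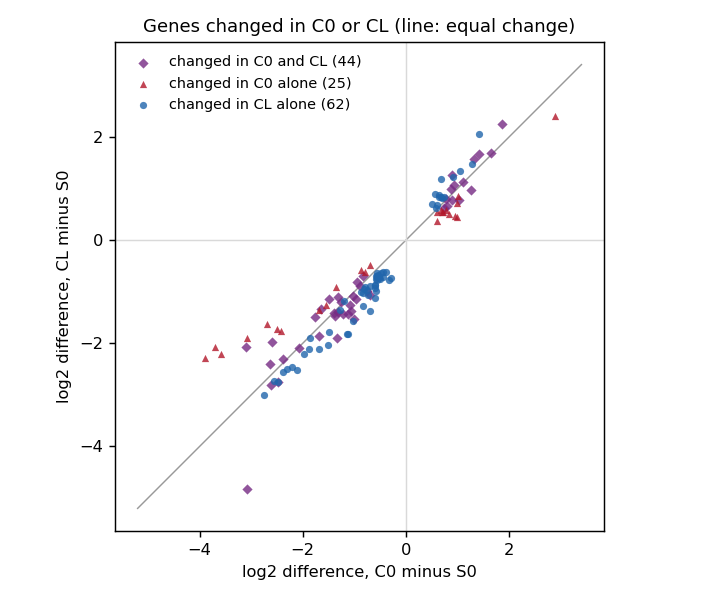
Log2 difference from S0 in C0 (horizontal) and in CL (vertical) for the 131 genes called in C0, CL or both, 1 point per gene, with a line of equal change. The points (44 called in both, 25 in C0 alone, 62 in CL alone) lie in the quadrants where both differences have the same sign.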

Pearson r calculated by 1570 genes with differential expression in at least one of two groups was equal to 0.74. The transcriptomic changes are further categorized and presented by the biological processes, which involve the regulated genes. Examples of differentially expressed genes are in the tables and to compress the data, functionally related genes with similar profiles are presented with the mean expression values. Selected genes from different functional groups were analysed with both microarrays and qPCR. Two independent methods produced concordant results though the estimates of statistical significance were different in several cases (Figures 1 and 2).

**Figure 1:**
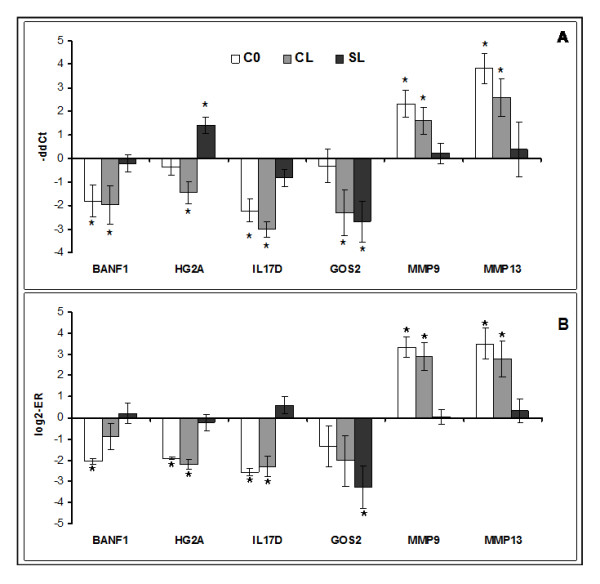
**Results of qPCR (A) and microarray (B) analyses: expression changes of genes with immune functions: anti viral response (barrier-to-autointegration factor, BANF1), antigen presentation (HLA class II histocompatibility antigen gamma chain, HG2A or CD74), cytokine (interleukin 17D, IL17D), lymphocyte differentiation (lymphocyte G0/G1 switch protein 2, G0S2), inflammation (matrix metalloproteinase-9, MMP9 and matrix metalloproteinase-13, MMP13)**. Cortisol injected fish (C0), cortisol injected and lice challenged fish (CL) and sham injected and lice challenged fish (SL) were compared to the sham injected group (S0). Data for qPCR are -ΔΔCt ± SE of 8 fish per group, 4 of which were used for the microarray analysis. Asterisks denote significant difference from S0 (P < 0.05). Data for microarrays are mean log2-ER ± SE of 4 fish hybridized to a common reference sample; sham injected control (S0) was subtracted from each group.

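BANF1 had mean log2 ratios of 0.31 ± 0.58 in S0, -1.69 ± 0.90 in C0, -0.59 ± 1.24 in CL and 0.60 ± 0.66 in SL (SD, n = 4). BANF1 (probe Ssa#CL95Contig1) differed from S0 by -2.00 in C0, -0.90 in CL and 0.29 in SL (standard error 0.59), with adjusted p = 0.175, 0.549 and 0.996. BANF1 lay outside the S0 range, on the side of the difference, in 4 C0, 2 CL and 1 SL fish (exact permutation p = 0.0286, 0.314 and 0.514). HG2A had mean log2 ratios of 0.79 ± 0.15 in S0, -1.09 ± 0.52 in C0, -1.33 ± 0.77 in CL and 0.79 ± 0.87 in SL (SD, n = 4). Against S0, HG2A (probe Ssa#GRASP209736983) changed by -1.88 in C0, -2.11 in CL and 0.00 in SL (standard error 0.43, adjusted p = 0.0733, 0.0348 and 1). For HG2A, 4 C0, 4 CL and 3 SL fish were beyond all S0 fish in that direction (exact permutation p = 0.0286, 0.0286 and 1). HG2A was -0.51 in SL-3, apart from the other 3 SL fish (1.1 to 1.36). HG2A in C0 passed both thresholds with no background correction, the scanner software's processed signals, the authors' values, the stricter filter on dim probes, the dye as a covariate or only the compared groups in the fit, and its adjusted p ranged from 0.0192 to 0.547 over the 12 alternatives. HG2A in C0 also passed without SL-3 (adjusted p = 0.0294). HG2A in CL no longer passed with scaling between arrays, the slide as a block, array weights or only the compared groups in the fit, and its adjusted p ranged from 0.0144 to 0.885 over the 12 alternatives. HG2A in CL also fell short without C0-3, CL-2, CL-4, S0-1, S0-2, S0-3 or S0-4 (adjusted p from 0.0523 to 0.101). IL-17D2 had mean log2 ratios of 0.55 ± 1.46 in S0, -1.48 ± 0.15 in C0, -1.43 ± 0.66 in CL and 0.97 ± 0.66 in SL (SD, n = 4). Log2 differences of IL-17D2 (probe Ssa#S35583279) from S0 were -2.03 in C0, -1.98 in CL and 0.42 in SL (standard error 0.58) at adjusted p = 0.161, 0.14 and 0.996. Values of IL-17D2 were beyond every S0 value in 0 C0, 1 CL and 0 SL fish (exact permutation p = 0.143, 0.114 and 0.714). IL-17D2 in C0 passed both thresholds with no background correction or array weights, and its adjusted p ranged from 0.0349 to 0.321 over the 12 alternatives. IL-17D2 in C0 also passed without S0-4 (adjusted p = 0.0174). IL-17D2 in CL passed both thresholds without S0-4 (adjusted p = 0.00918).

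G0S2 had mean log2 ratios of 0.55 ± 1.17 in S0, -0.65 ± 1.52 in C0, -1.22 ± 1.95 in CL and -1.59 ± 1.72 in SL (SD, n = 4). G0S2 (probe Ssa#S35548027) had log2 differences from S0 of -1.20 in C0, -1.77 in CL and -2.14 in SL, each with a standard error of 1.08 (adjusted p = 0.734, 0.514 and 0.996). G0S2 was beyond the S0 range in 1 C0, 2 CL and 2 SL fish (exact permutation p = 0.286, 0.2 and 0.0857). G0S2 was -1.20 in S0-4, apart from the other 3 S0 fish (0.92 to 1.28). MMP9 had mean log2 ratios of -2.53 ± 0.49 in S0, 0.39 ± 0.94 in C0, -0.04 ± 1.21 in CL and -1.70 ± 0.96 in SL (SD, n = 4). MMP9 (probe Ssa#GRASP209155851) differed from S0 by 2.92 in C0, 2.49 in CL and 0.82 in SL (standard error 0.63), with adjusted p = 0.0593, 0.0817 and 0.996. For MMP9, 4 C0, 4 CL and 3 SL fish were beyond all S0 fish in that direction (exact permutation p = 0.0286, 0.0286 and 0.2). MMP9 in C0 passed both thresholds with no background correction, the scanner software's processed signals, the authors' values, the stricter filter on dim probes, the dye as a covariate or array weights, and its adjusted p ranged from 0.00999 to 0.42 over the 12 alternatives. MMP9 in C0 also passed without CL-1 (adjusted p = 0.0206). MMP9 in CL passed both thresholds with no background correction, the scanner software's processed signals or the authors' values, and its adjusted p ranged from 0.0334 to 0.823 over the 12 alternatives. MMP9 in CL also passed without CL-1 (adjusted p = 0.0143). MMP13 had mean log2 ratios of -2.79 ± 0.74 in S0, 0.21 ± 1.39 in C0, -0.50 ± 1.58 in CL and -1.75 ± 1.16 in SL (SD, n = 4). Against S0, MMP13 (probe Ssa#GRASP209156091) changed by 3.00 in C0, 2.30 in CL and 1.05 in SL (standard error 0.84, adjusted p = 0.153, 0.25 and 0.996). Values of MMP13 were beyond every S0 value in 3 C0, 3 CL and 3 SL fish (exact permutation p = 0.0571, 0.0571 and 0.257). MMP13 was -1.69 in S0-2, apart from the other 3 S0 fish (-3.22 to -3.06). MMP13 in C0 passed both thresholds with no background correction, the scanner software's processed signals, the authors' values or array weights, and its adjusted p ranged from 0.0286 to 0.389 over the 12 alternatives. MMP13 in CL passed both thresholds without CL-1 (adjusted p = 0.0448).

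**Figure D2:**
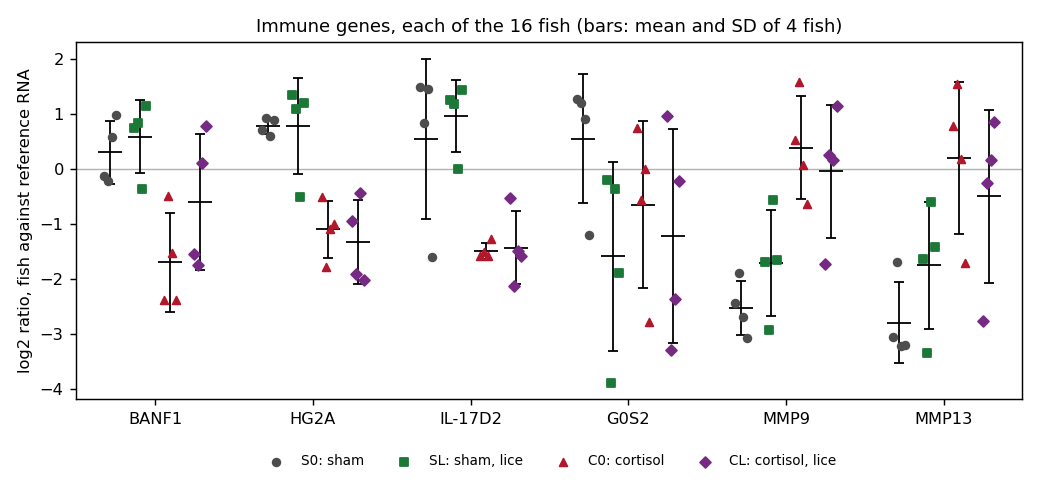
Log2 ratio of fish to reference RNA for BANF1, HG2A, IL-17D2, G0S2, MMP9 and MMP13, 1 point per fish, with bars for the mean and SD of the 4 fish of S0, SL, C0 and CL. MMP9 is between -3.08 and -1.9 in the S0 fish and above all of them in every C0 and CL fish.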

**Figure 2:**
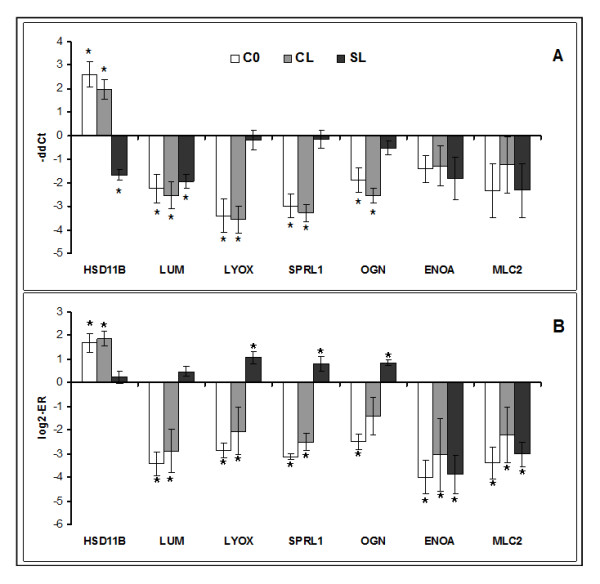
**Results of qPCR (A) and microarray (B): expression changes of genes implicated in steroid metabolism (11-beta-hydroxysteroid dehydrogenase, HSD11B), formation of extracellular matrix (lumican, LUM; protein-lysine 6-oxidase, LYOX, SPARC precursor, SPRL1) and bone (mimecan or osteoglycin, OGN), contraction (enolase 3, ENOA, myosin regulatory light chain 2, MLC2)**. Cortisol injected fish (C0), cortisol injected and lice challenged fish (CL) and sham injected and lice challenged fish (SL) were compared to the sham injected group (S0). Data for qPCR are -ΔΔCt ± SE of 8 fish per group, 4 of which were used for the microarray analysis. Asterisks denote significant difference from S0 (P < 0.05). Data for microarrays are mean log2-ER ± SE of 4 fish hybridized to a common reference sample; sham injected control (S0) was subtracted from each group.

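HSD11B had mean log2 ratios of -0.63 ± 0.36 in S0, 0.10 ± 0.36 in C0, 0.31 ± 0.41 in CL and -0.24 ± 0.28 in SL (SD, n = 4). Log2 differences of HSD11B (probe Ssa#S35549220) from S0 were 0.73 in C0, 0.94 in CL and 0.39 in SL (standard error 0.24) at adjusted p = 0.216, 0.0838 and 0.996. HSD11B was beyond the S0 range in 3 C0, 3 CL and 3 SL fish (exact permutation p = 0.0571, 0.0571 and 0.171). HSD11B in C0 passed both thresholds with no background correction, the scanner software's processed signals, the authors' values or array weights, and its adjusted p ranged from 0.0264 to 0.368 over the 12 alternatives. HSD11B in CL passed both thresholds with no background correction, the scanner software's processed signals or the authors' values, and its adjusted p ranged from 0.0328 to 0.699 over the 12 alternatives. HSD11B in CL also passed without CL-1 (adjusted p = 0.0187). LUM had mean log2 ratios of 0.14 ± 1.69 in S0, -2.04 ± 0.61 in C0, -1.62 ± 1.74 in CL and 0.81 ± 0.55 in SL (SD, n = 4). LUM (probe Ssa#GRASP209154383) had log2 differences from S0 of -2.18 in C0, -1.76 in CL and 0.67 in SL, each with a standard error of 0.85 (adjusted p = 0.336, 0.394 and 0.996). LUM lay outside the S0 range, on the side of the difference, in 3 C0, 2 CL and 0 SL fish (exact permutation p = 0.0571, 0.2 and 0.629). LUM was -1.13 in C0-4, apart from the other 3 C0 fish (-2.46 to -2.26). LUM in C0 passed both thresholds with array weights, and its adjusted p ranged from 0.0309 to 0.406 over the 12 alternatives. LYOX had mean log2 ratios of 0.16 ± 1.24 in S0, -2.23 ± 0.33 in C0, -1.63 ± 1.66 in CL and 1.05 ± 0.63 in SL (SD, n = 4). LYOX (probe Ssa#GRASP209154963) differed from S0 by -2.39 in C0, -1.79 in CL and 0.89 in SL (standard error 0.73), with adjusted p = 0.189, 0.306 and 0.996. Values of LYOX were beyond every S0 value in 4 C0, 3 CL and 2 SL fish (exact permutation p = 0.0286, 0.114 and 0.257). LYOX in C0 passed both thresholds with array weights, and its adjusted p ranged from 0.037 to 0.334 over the 12 alternatives. LYOX in CL passed both thresholds without CL-1 (adjusted p = 0.036). SPRL1 had mean log2 ratios of 0.02 ± 1.32 in S0, -2.39 ± 0.49 in C0, -1.28 ± 1.41 in CL and 1.13 ± 0.34 in SL (SD, n = 4). Against S0, SPRL1 (probe Ssa#GRASP209155871) changed by -2.41 in C0, -1.30 in CL and 1.11 in SL (standard error 0.67, adjusted p = 0.154, 0.432 and 0.996). SPRL1 was beyond the S0 range in 4 C0, 2 CL and 1 SL fish (exact permutation p = 0.0286, 0.2 and 0.2). SPRL1 in C0 passed both thresholds with no background correction, the scanner software's processed signals or array weights, and its adjusted p ranged from 0.00459 to 0.264 over the 12 alternatives.

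OGN had mean log2 ratios of 0.45 ± 0.94 in S0, -1.92 ± 0.31 in C0, -1.69 ± 1.21 in CL and 1.17 ± 0.76 in SL (SD, n = 4). Log2 differences of OGN (probe Ssa#GRASP221219503) from S0 were -2.37 in C0, -2.14 in CL and 0.72 in SL (standard error 0.58) at adjusted p = 0.0997, 0.11 and 0.996. OGN lay outside the S0 range, on the side of the difference, in 4 C0, 3 CL and 2 SL fish (exact permutation p = 0.0286, 0.0571 and 0.286). OGN in C0 passed both thresholds with no background correction, the scanner software's processed signals, the authors' values or array weights, and its adjusted p ranged from 0.0225 to 0.285 over the 12 alternatives. OGN in C0 also passed without CL-1 (adjusted p = 0.0247). OGN in CL passed both thresholds without CL-1 (adjusted p = 0.0124). ENOA had mean log2 ratios of 0.92 ± 1.16 in S0, -1.47 ± 0.57 in C0, -1.16 ± 2.48 in CL and -1.19 ± 1.37 in SL (SD, n = 4). ENOA (probe Ssa#S48371926) had log2 differences from S0 of -2.39 in C0, -2.09 in CL and -2.11 in SL, each with a standard error of 1.04 (adjusted p = 0.392, 0.408 and 0.996). For ENOA, 4 C0, 3 CL and 2 SL fish were beyond all S0 fish in that direction (exact permutation p = 0.0286, 0.171 and 0.0857). ENOA in C0 passed both thresholds with array weights, and its adjusted p ranged from 0.0158 to 0.468 over the 12 alternatives. ENOA in CL passed both thresholds without CL-1 (adjusted p = 0.0307). MLC2 had mean log2 ratios of 0.84 ± 0.99 in S0, -1.74 ± 0.82 in C0, -1.08 ± 2.11 in CL and -1.18 ± 1.06 in SL (SD, n = 4). MLC2 (probe Ssa#S18892268) differed from S0 by -2.58 in C0, -1.92 in CL and -2.02 in SL (standard error 0.90), with adjusted p = 0.26, 0.379 and 0.996. MLC2 was beyond the S0 range in 4 C0, 3 CL and 2 SL fish (exact permutation p = 0.0286, 0.143 and 0.0857). MLC2 was 2.09 in CL-1, apart from the other 3 CL fish (-2.22 to -1.97). MLC2 in C0 passed both thresholds with array weights, and its adjusted p ranged from 0.0209 to 0.312 over the 12 alternatives. MLC2 in CL passed both thresholds without CL-1 (adjusted p = 0.0251).

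**Figure D3:**
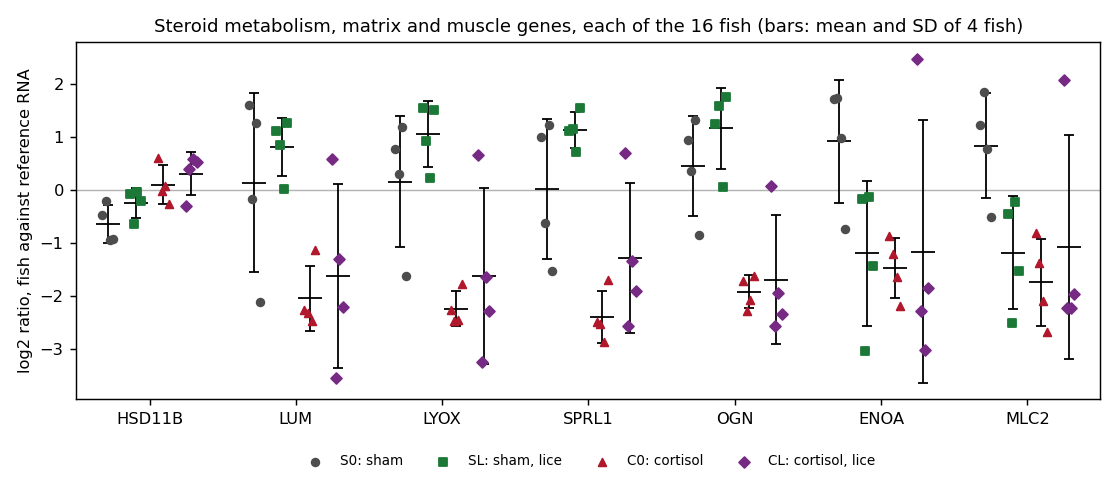
Log2 ratio of fish to reference RNA for HSD11B, LUM, LYOX, SPRL1, OGN, ENOA and MLC2, 1 point per fish, with bars for the mean and SD of the 4 fish of S0, SL, C0 and CL. MLC2 in CL-1, at 2.09, lies above the other 3 CL fish, which are between -2.22 and -1.97.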

### Inflammation and wound healing

Responses to skin damage represent a complex cascade of events that includes several overlapping stages: hemostasis, inflammation, proliferation and maturation; these processes involve diverse cells and proteins (Figure 3, reviewed in [47,48]). The gene expression changes suggest that most if not all events were affected by either both treatments or cortisol alone. Many genes with differential expression in this study are known to have important roles in wound healing and tissue repair or potentially can be involved in these processes.

**Figure 3:**
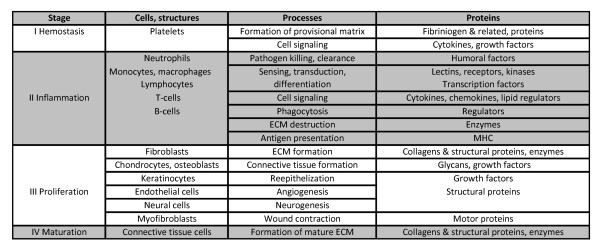
**A schematic description of wound healing**. Four phases are presented in a chronological order.

*Hemostasis *that includes a short-term reduction of blood circulation followed with coagulation and subsequent formation of provisional matrix is the earliest stage of wound healing. The cortisol induced up-regulation of angiotensinogen and decreased abundance of hemoglobin transcripts (strong in cortisol treated salmon and much weaker in SL - table 2) suggested a sustained decrease of blood flow. 

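Against S0, angiotensinogen (probe Ssa#GRASP209155811) changed by 0.89 in C0, 0.23 in CL and 0.18 in SL (standard error 0.46, adjusted p = 0.524, 0.877 and 0.997). Angiotensinogen lay outside the S0 range, on the side of the difference, in 3 C0, 1 CL and 2 SL fish (exact permutation p = 0.0571, 0.629 and 0.6). Over the 19 hemoglobin probes, the mean log2 ratio was 0.73 ± 0.47 in S0, -0.81 ± 0.42 in C0, -1.08 ± 0.64 in CL and 0.38 ± 0.24 in SL (SD, n = 4). The hemoglobin mean differed from S0 by -1.54 in C0, -1.80 in CL and -0.35 in SL (standard error 0.31, adjusted p = 0.00086, 0.000265 and 0.309). Each list mean was tested as 1 further gene of the limma model, and its p was adjusted over 29 list comparisons. The study chose these genes on the same fish, so that the tests of its lists are not independent evidence. The hemoglobin mean lay beyond all S0 fish in 4 C0, 4 CL and 1 SL fish (exact permutation p = 0.0286, 0.0286 and 0.286) and differed in the same direction on 4, 4 and 3 of the 4 slides. Of the 19 hemoglobin probes, 17, 19 and 0 were called in C0, CL and SL when adjusted over the list alone, against 3, 14 and 0 over all genes. The hemoglobin mean was -1.44 in C0-4, apart from the other 3 C0 fish (-0.64 to -0.54). The hemoglobin difference in SL ran from -0.51 without S0-4 to -0.14 without S0-3. The list no longer passed with scaling between arrays alone: the hemoglobin mean differed from S0 by -1.89 in C0 and -1.30 in CL under it, with adjusted p = 0.109 and 0.206, while over the 12 alternatives adjusted p ran from 0.000129 to 0.109 in C0 and from 0.000129 to 0.206 in CL. Log2 differences of hemoglobin subunit alpha (probe Ssa#GRASP223672464) from S0 were -2.61 in C0, -2.80 in CL and -0.73 in SL (standard errors 0.42, 0.42 and 0.46) at adjusted p = 0.0221, 0.0113 and 0.996. For hemoglobin subunit alpha, 4 C0 and 4 CL fish were beyond all S0 fish in that direction (exact permutation p = 0.0286 in each group). 1 SL fish has no value for hemoglobin subunit alpha, so that no exact test was made in SL. Hemoglobin subunit alpha in C0 no longer passed with scaling between arrays, the slide as a block or slide and dye together, and its adjusted p ranged from 0.000704 to 0.0995 over the 12 alternatives. Hemoglobin subunit alpha in C0 also fell short without C0-1, C0-2, C0-3, C0-4, S0-1 or S0-3 (adjusted p from 0.0505 to 0.0789). Hemoglobin subunit alpha in CL no longer passed with scaling between arrays, the slide as a block, only the compared groups in the fit or slide and dye together, and its adjusted p ranged from 0.00561 to 0.42 over the 12 alternatives.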

Cortisol also down-regulated genes encoding the structural proteins laid by platelets (fibronectins and syndecan). 

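Syndecan-2-A (probe Ssa#S35596555) had log2 differences from S0 of -0.90 in C0, -0.66 in CL and -0.01 in SL, each with a standard error of 0.33 (adjusted p = 0.297, 0.416 and 0.999). Values of syndecan-2-A were beyond every S0 value in 3 C0, 2 CL and 0 SL fish (exact permutation p = 0.0571, 0.343 and 1). Syndecan-2-A was -0.38 in S0-4, apart from the other 3 S0 fish (0.58 to 0.63). Syndecan-2-A in C0 passed both thresholds with array weights, and its adjusted p ranged from 0.0215 to 0.356 over the 12 alternatives. Syndecan-2-A in CL passed both thresholds without CL-1 (adjusted p = 0.0446). Of the 10 genes of Table 2 with a probe, 1 was higher and 9 lower in C0, 2 and 8 in CL and 5 and 5 in SL than in S0. Their median log2 differences were -0.51 in C0, -0.51 in CL and 0.02 in SL, within ranges of -1.04 to 0.89, -1.36 to 0.23 and -0.65 to 0.37. Limma called 0, 1 and 0 of these 10 in C0, CL and SL over all genes, and 5, 3 and 1 had an unadjusted p under 0.05. Fibronectin (probe Ssa#S35698682) differed from S0 by -0.25 in C0, -0.30 in CL and -0.16 in SL (standard error 0.19), with adjusted p = 0.676, 0.526 and 0.996. Fibronectin lay outside the S0 range, on the side of the difference, in 3 C0, 3 CL and 1 SL fish (exact permutation p = 0.0571, 0.314 and 0.257). Against S0, fibronectin 1 (probe Ssa#S35472445) changed by -0.39 in C0, 0.05 in CL and 0.05 in SL (standard error 0.25, adjusted p = 0.618, 0.954 and 0.998). For fibronectin 1, 2 C0, 1 CL and 0 SL fish were beyond all S0 fish in that direction (exact permutation p = 0.143, 0.857 and 0.83). Log2 differences of fibronectin type III domain containing 1 (probe Ssa#S35532747) from S0 were -0.98 in C0, -1.36 in CL and 0.16 in SL (standard error 0.39) at adjusted p = 0.352, 0.133 and 0.997. Values of fibronectin type III domain containing 1 were beyond every S0 value in 1 C0, 3 CL and 0 SL fish (exact permutation p = 0.114, 0.0571 and 0.743). Fibronectin type III domain containing 3B (probe Omy#S34424647) had log2 differences from S0 of -0.82 in C0, -0.33 in CL and 0.37 in SL, each with a standard error of 0.29 (adjusted p = 0.266, 0.666 and 0.996). Fibronectin type III domain containing 3B was beyond the S0 range in 4 C0, 1 CL and 2 SL fish (exact permutation p = 0.0286, 0.314 and 0.343).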

Platelets that play the key part during this stage also produce signals that attract cells involved in the subsequent events. We observed down-regulation of platelet derived proteins, growth factors and their receptors.

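Platelet derived growth factor A chain (probe Ssa#DW532898) differed from S0 by -0.54 in C0, -0.69 in CL and -0.36 in SL (standard error 0.15), with adjusted p = 0.156, 0.0479 and 0.996. Platelet derived growth factor A chain lay outside the S0 range, on the side of the difference, in 4 C0, 4 CL and 4 SL fish (exact permutation p = 0.0286 in each group). Platelet derived growth factor A chain in CL no longer passed with no background correction, the scanner software's processed signals, the authors' values, scaling between arrays, no filter on dim probes, the slide as a block, the dye as a covariate, array weights, only the compared groups in the fit or slide and dye together, and its adjusted p ranged from 0.04 to 0.643 over the 12 alternatives. Platelet derived growth factor A chain in CL also fell short without C0-1, C0-2, C0-3, CL-2, CL-3, CL-4, SL-1, SL-2, SL-3, SL-4, S0-1, S0-2, S0-3 or S0-4 (adjusted p from 0.051 to 0.162).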

**Table 2:** Examples of differentially expressed genes involved in the early phase of wound healing (hemostasis, formation of clot and platelet signaling)

Gene	C0	CL	SL
Angiotensinogen	2.12^1^	1.15	NS

Hemoglobins (mean for 20 probes)	-2.45	-2.52	-0.48

Fibronectin	-0.76	-0.72	NS

Fibronectin 1	-0.80	0.07	NS

Fibronectin type III domain containing 1	-2.68	-2.26	NS

Fibronectin type III domain containing 3B	-1.08	NS	NS

Syndecan-2-A	-0.88	NS	NS

Platelet derived growth factor A chain	-1.13	-1.06	NS

Platelet endothelial cell adhesion molecule	-0.91	-1.00	NS

Platelet-derived growth factor beta-typereceptor	-1.52	NS	NS

Platelet-derived growth factor receptor-like	-1.05	-0.80	NS

^1^In this and subsequent gene expression tables, data are mean log_2_^-^ER ± SE, control (S0) was subtracted. NS - not significant

The second phase (*inflammation*) begins with the recruitment and migration of immune cells: leukocytes (mainly neutrophils and monocytes) and lymphocytes; this process is controlled with a complex network of cytokines and chemokines and regulators of lipid origin (eicosanoids). The immune cells destroy pathogens, damaged cells and extracellular structures, which is an essential prerequisite for the onset of tissue repair. Several groups of immune genes showed highly coordinated down-regulation with cortisol; genes involved in lymphocyte differentiation were equally suppressed by all treatments while two of the gene groups (antigen presentation and B-cell group) also responded to lice but at a much lower level. 

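In SL the mean log2 ratio over the 13 antigen presentation probes differed from S0 by -0.21 (standard error 0.19, adjusted p = 0.309), and 2 of the 4 fish lay below all S0 fish (exact permutation p = 0.4). That difference was -0.02 without SL-3 and -0.30 without SL-4, so that it rests largely on SL-3. Over the 12 B cell probes the SL difference was -0.28 (standard error 0.14, adjusted p = 0.0947), with 3 SL fish below all S0 fish (exact permutation p = 0.0571) and the same direction on 4 of 4 slides. The B cell mean in SL was past the threshold at -0.28 with the slide as a block and -0.28 with slide and dye together (chosen after the data were seen), with adjusted p from 0.0242 to 0.813 over all 12 alternatives. The B cell mean in SL also passed the threshold without CL-1, at -0.28 (adjusted p = 0.0454). Whether these shifts differ between SL and C0 was not tested. The interaction of cortisol and lice in the mean of a list had adjusted p = 0.859 for antigen presentation and 0.655 for the B cell list, and 0.613 or more in each of the 9 lists.

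**Figure D4:**
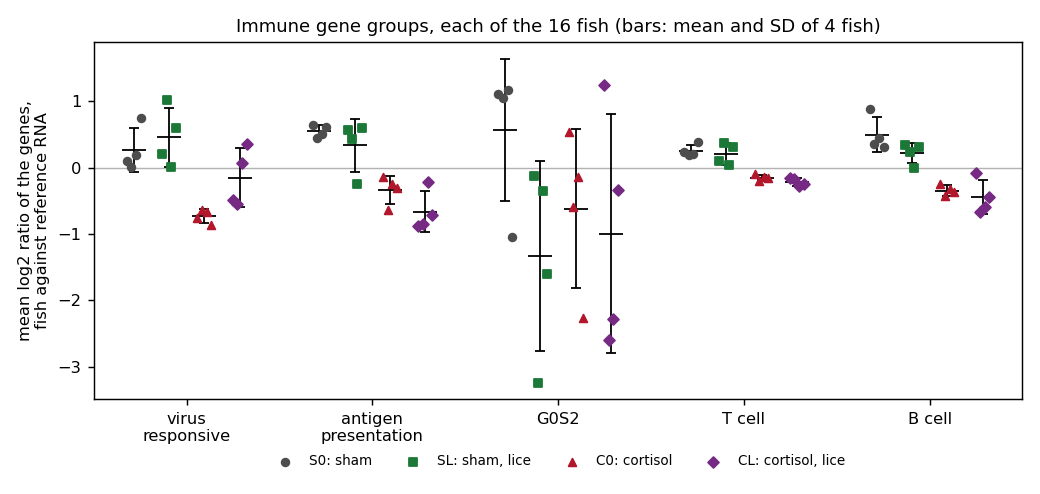
Mean log2 ratio of fish to reference RNA over the genes of each immune group, 1 point per fish, with bars for the mean and SD of the 4 fish of S0, SL, C0 and CL. All 4 C0 and all 4 CL fish lie below the S0 fish in the antigen presentation, T cell and B cell groups, while G0S2 spreads over more than 2 log2 units within S0.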

The microarray data are presented as mean values for genes within the functional groups (Figure 4) and selected genes were analyzed with qPCR (Figure 1); complete results are in the Additional file 1. 

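Over the 10 virus responsive probes, the mean log2 ratio was 0.26 ± 0.33 in S0, -0.73 ± 0.10 in C0 and -0.15 ± 0.44 in CL (SD, n = 4). The virus responsive mean differed from S0 by -1.00 in C0 and -0.41 in CL (standard error 0.24, adjusted p = 0.00313 and 0.149). The virus responsive mean lay beyond all S0 fish in 4 C0 and 2 CL fish (exact permutation p = 0.0286 and 0.229) and differed in the same direction on 4 of 4 slides in each group. Of the 10 virus responsive probes, 6 and 0 were called in C0 and CL when adjusted over the list alone, against 0 in each over all genes. The difference in CL ran from -0.58 without CL-4 to -0.25 without S0-4.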

Cortisol down-regulated genes involved in virus responses (Figure 4). VRG is a large group of genes that are induced with diverse RNA viruses and double-stranded RNA in salmon [49]. 

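Against S0, hect domain and RLD 6 (probe Ssa#S30241799) changed by -1.29 in C0, -0.85 in CL and 0.13 in SL (standard error 0.53, adjusted p = 0.369, 0.53 and 0.997). For hect domain and RLD 6, 4 C0, 2 CL and 0 SL fish were beyond all S0 fish in that direction (exact permutation p = 0.0286, 0.286 and 0.8). Hect domain and RLD 6 was 2.37 in S0-4, apart from the other 3 S0 fish (-0.20 to 0.03). Log2 differences of VHSV-inducible protein-3 (probe Ssa#S50837982) from S0 were -1.16 in C0, -0.44 in CL and 0.16 in SL (standard error 0.40) at adjusted p = 0.255, 0.681 and 0.997. Values of VHSV-inducible protein-3 were beyond every S0 value in 4 C0, 2 CL and 0 SL fish (exact permutation p = 0.0286, 0.457 and 0.714).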

Greatest expression changes (4 to 6-fold) were shown by hect domain/RLD 6, BANF1 (Figure 1) and VHSV-inducible protein-3. The effect of hormone could be direct or mediated with type I interferons. 

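In SL the mean over the virus responsive probes was 0.45 ± 0.45 (SD, n = 4), a difference of 0.19 from S0 (standard error 0.24, adjusted p = 0.471), and 1 fish lay above all S0 fish (exact permutation p = 0.543). That difference was 0.00 without SL-2 and 0.35 without S0-4. Between the cortisol groups, CL was higher than C0 by 0.58 (standard error 0.24, adjusted p = 0.052), with all 4 CL fish above all C0 fish (exact permutation p = 0.0286), the same direction on 4 of 4 slides and 10 of 10 probes higher. The virus responsive mean of CL against C0 was past the threshold at 0.88 with no background correction, 1.04 with the scanner software's processed signals, 0.91 with the authors' values, 1.07 with scaling between arrays, 0.63 with the stricter filter on dim probes, 0.58 with the slide as a block, 0.58 with the dye as a covariate, 0.76 with array weights, 0.58 with only the compared groups in the fit and 0.58 with slide and dye together (chosen after the data were seen), with adjusted p from 0.0121 to 0.0531 over all 12 alternatives. The virus responsive mean of CL against C0 also passed the threshold without CL-1, CL-2, SL-2, SL-3 or S0-4, at 0.69, 0.72, 0.58, 0.58 and 0.58 (adjusted p = 0.0325, 0.0269, 0.0329, 0.042 and 0.0387). The interaction of cortisol and lice in this list was 0.39 (standard error 0.34, adjusted p = 0.613).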

Challenge with lice did not change expression of VRG but slightly decreased the cortisol induced suppression. 

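Over the 13 antigen presentation probes, the mean log2 ratio was 0.55 ± 0.09 in S0, -0.33 ± 0.21 in C0 and -0.66 ± 0.31 in CL (SD, n = 4). The antigen presentation mean differed from S0 by -0.88 in C0 and -1.21 in CL (standard error 0.19, adjusted p = 0.00115 and 0.000164). The antigen presentation mean lay beyond all S0 fish in 4 C0 and 4 CL fish (exact permutation p = 0.0286 and 0.0286) and differed in the same direction on 4 of 4 slides in each group. Of the 13 antigen presentation probes, 10 and 10 were called in C0 and CL when adjusted over the list alone, against 1 and 7 over all genes. The antigen presentation mean in C0 was short of the threshold at -1.1 with scaling between arrays and -0.75 with array weights, with adjusted p from 0.000367 to 0.325 over all 12 alternatives. The antigen presentation mean in CL was short of the threshold at -0.96 with scaling between arrays and -1.23 with array weights, with adjusted p from 0.000116 to 0.392 over all 12 alternatives. The mean of CL was -0.33 from that of C0 (standard error 0.19, adjusted p = 0.146), lower on 3 of 4 slides and in 11 of 13 probes, with 3 CL fish below all C0 fish (exact permutation p = 0.143). The antigen presentation mean of CL against C0 passed the threshold without CL-3, at -0.48 (adjusted p = 0.0335).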

Negative effect of cortisol on antigen presentation was potentiated with lice. This group included several MHCI and II antigens and gamma chains of HG2A or CD74 (Figure 1) that play a key part in the formation and transport of MHCII proteins [50]. A panel of genes that can play an important part in differentiation of lymphocytes was equally down-regulated by the treatments. 

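Over the 4 G0S2 probes, the mean log2 ratio was 0.57 ± 1.07 in S0, -0.62 ± 1.19 in C0, -0.99 ± 1.80 in CL and -1.33 ± 1.43 in SL (SD, n = 4). The G0S2 mean differed from S0 by -1.19 in C0, -1.56 in CL and -1.9 in SL (standard error 0.94, adjusted p = 0.285, 0.155 and 0.0947). The G0S2 mean lay beyond all S0 fish in 1 C0, 2 CL and 2 SL fish (exact permutation p = 0.2, 0.257 and 0.0857) and differed in the same direction on 4, 2 and 4 of the 4 slides. Of the 4 G0S2 probes, 0, 0 and 0 were called in C0, CL and SL when adjusted over the list alone, against 0 in each over all genes. The G0S2 difference in C0 ran from -1.72 without S0-4 to -0.64 without C0-4. The G0S2 mean was -1.04 in S0-4, apart from the other 3 S0 fish (1.04 to 1.17). The G0S2 mean in CL passed the threshold without CL-1, at -2.31 (adjusted p = 0.0365). The G0S2 mean in SL was past the threshold at -2.64 with no background correction, -3.02 with the scanner software's processed signals, -2.84 with the authors' values, -2.46 with scaling between arrays and -1.9 with the slide as a block, with adjusted p from 0.0211 to 0.11 over all 12 alternatives. The G0S2 mean in SL also passed the threshold without S0-4, at -2.44 (adjusted p = 0.0433). Within groups, the G0S2 mean followed the mean of the myofiber proteins of Table 5 across the 16 fish, with Pearson's r = 0.82 (permutation p = 0.0006, adjusted p = 0.0036 over 6 relations) and Spearman's rho = 0.81 (permutation p = 0.00127, adjusted p = 0.00609). Without the 2 fish farthest from the median, CL-1 and C0-1, r was 0.75, with slide means removed it was 0.72, and without slide 1 it was 0.78.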

G0S2 showed greater response to lice in microarray analyses while qPCR did not find effect of cortisol on this gene (Figure 1). However, genes involved in functions of mature T and B cells were more sensitive to cortisol. 

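Over the 14 T cell probes, the mean log2 ratio was 0.25 ± 0.09 in S0, -0.15 ± 0.04 in C0, -0.21 ± 0.06 in CL and 0.21 ± 0.16 in SL (SD, n = 4). The T cell mean differed from S0 by -0.40 in C0, -0.47 in CL and -0.05 in SL (standard error 0.07, adjusted p = 0.000265, 0.000164 and 0.504). The T cell mean lay beyond all S0 fish in 4 C0, 4 CL and 2 SL fish (exact permutation p = 0.0286, 0.0286 and 0.6) and differed in the same direction on 4, 4 and 3 of the 4 slides. Of the 14 T cell probes, 2, 3 and 0 were called in C0, CL and SL when adjusted over the list alone, against 1, 3 and 0 over all genes. The T cell difference in SL ran from -0.11 without SL-2 to 0.01 without SL-3. The T cell mean in CL was short of the threshold at -0.37 with scaling between arrays, with adjusted p from 1.56e-05 to 0.0798 over all 12 alternatives. Over the 12 B cell probes, the mean log2 ratio was 0.50 ± 0.26 in S0, -0.35 ± 0.08 in C0 and -0.44 ± 0.26 in CL (SD, n = 4). The B cell mean differed from S0 by -0.84 in C0 and -0.94 in CL (standard error 0.14, adjusted p = 0.000207 and 0.000164). The B cell mean lay beyond all S0 fish in 4 C0 and 4 CL fish (exact permutation p = 0.0286 and 0.0286) and differed in the same direction on 4 of 4 slides in each group. Of the 12 B cell probes, 6 and 10 were called in C0 and CL when adjusted over the list alone, against 2 and 5 over all genes. The B cell mean in C0 was short of the threshold at -1.1 with scaling between arrays, with adjusted p from 4.56e-05 to 0.109 over all 12 alternatives. The B cell mean in CL was short of the threshold at -0.80 with scaling between arrays, with adjusted p from 3.2e-05 to 0.206 over all 12 alternatives.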

The down-regulated T cell-specific genes include a suite of markers (CD3, CD8, CD28 and CD99), tyrosine kinases (BTK and LCK) and TCR, while Ig, CD83 and protein tyrosine kinase BTK are most likely expressed in B cells. Decreased levels of these transcripts could be due to down-regulation of expression or reduction of blood flow suggested by expression changes of hemoglobins.

**Figure 4:**
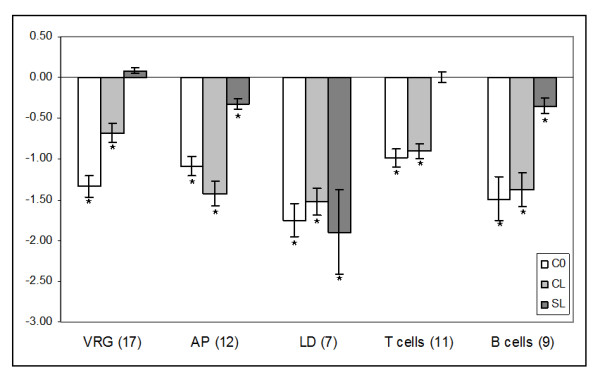
**Expression changes of immune genes (microarray results)**. VRG - virus responsive genes, AP - antigen presentation, LD - lymphocyte differentiation. Data are mean log_2_-ER ± SE, numbers of genes are in parentheses.

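Of the 3 genes of eicosanoid metabolism in Table 3 (2 leukotriene enzymes and prostaglandin E2 receptor EP4), 3 were higher and 0 lower in C0, 3 and 0 in CL and 3 and 0 in SL than in S0. The 3 log2 differences had medians of 0.38, 0.44 and 0.21 in C0, CL and SL and ran from 0.34 to 0.42, 0.25 to 0.48 and 0.08 to 0.34. Unadjusted p was under 0.05 for 2, 2 and 0 of them, and limma called 0 of these 3 in each of C0, CL and SL over all genes. 15-hydroxyprostaglandin dehydrogenase (probe Ssa#GRASP221221497) had log2 differences from S0 of 1.00 in C0, 0.85 in CL and 0.22 in SL, each with a standard error of 0.19 (adjusted p = 0.0398, 0.0551 and 0.996). 15-hydroxyprostaglandin dehydrogenase was beyond the S0 range in 4 C0, 4 CL and 3 SL fish (exact permutation p = 0.0286, 0.0286 and 0.257). 15-hydroxyprostaglandin dehydrogenase in C0 no longer passed with scaling between arrays, the slide as a block or slide and dye together, and its adjusted p ranged from 0.0041 to 0.112 over the 12 alternatives. 15-hydroxyprostaglandin dehydrogenase in C0 also fell short without C0-1, C0-2, C0-3, C0-4, CL-3, SL-1, SL-2, S0-1, S0-2, S0-3 or S0-4 (adjusted p from 0.0502 to 0.131). 15-hydroxyprostaglandin dehydrogenase in CL passed both thresholds with no background correction, the stricter filter on dim probes or the dye as a covariate, and its adjusted p ranged from 0.0406 to 0.686 over the 12 alternatives. 15-hydroxyprostaglandin dehydrogenase in CL also passed without CL-1 or SL-4 (adjusted p from 0.0089 to 0.0411).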

Cortisol induction of three enzymes of eicosanoid metabolism (Table 3) could have both pro- and anti-inflammatory action. Leukotriene A-4 hydrolase (expression was also activated with lice) catalyses production of leukotriene B4, a potent chemoattractant, which is inactivated with leukotriene b4 12-hydroxydehydrogenase; 15-hydroxyprostaglandin dehydrogenase, an antagonist of COX2 destroys prostaglandins. 

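Leukotriene A-4 hydrolase (probe Ssa#GRASP209154603) differed from S0 by 0.42 in C0, 0.48 in CL and 0.34 in SL (standard error 0.19), with adjusted p = 0.438, 0.292 and 0.996. For leukotriene A-4 hydrolase, 4 C0, 3 CL and 3 SL fish were beyond all S0 fish in that direction (exact permutation p = 0.0286, 0.143 and 0.0571). Leukotriene A-4 hydrolase in CL passed both thresholds without CL-1 (adjusted p = 0.0173).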

Genes involved in several immune processes and pathways changed expression in both directions; these are chemokines, cytokines and receptors, lectins, acute phase and antibacterial proteins. Three C-C motif chemokines 19 were induced with lice but not with cortisol. 

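Against S0, C-C motif chemokine 19-1 (probe Ssa#GRASP223672078) changed by 0.52 in C0, 0.60 in CL and 1.14 in SL (standard error 0.41, adjusted p = 0.692, 0.569 and 0.996). Values of C-C motif chemokine 19-1 were beyond every S0 value in 2 C0, 3 CL and 4 SL fish (exact permutation p = 0.229, 0.2 and 0.0286). Log2 differences of C-C motif chemokine 19-2 (probe Ssa#S18855165) from S0 were 0.49 in C0, -0.08 in CL and 1.22 in SL (standard error 0.58) at adjusted p = 0.803, 0.967 and 0.996. C-C motif chemokine 19-2 was beyond the S0 range in 2 C0, 1 CL and 4 SL fish (exact permutation p = 0.343, 0.943 and 0.0286). C-C motif chemokine 19-2 was -0.24 in S0-2, apart from the other 3 S0 fish (-1.05 to -0.94). C-C motif chemokine 19-3 (probe Ssa#S30243296) had log2 differences from S0 of 0.18 in C0, -0.06 in CL and 0.59 in SL, each with a standard error of 0.25 (adjusted p = 0.841, 0.944 and 0.996). C-C motif chemokine 19-3 lay outside the S0 range, on the side of the difference, in 2 C0, 1 CL and 4 SL fish (exact permutation p = 0.286, 0.857 and 0.0286). C-C motif chemokine 19-3 was 1.15 in SL-2, apart from the other 3 SL fish (-0.02 to 0.16).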

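Of the 15 chemokines, cytokines and receptors of Table 3, 8 were higher and 7 lower in C0, 6 and 9 in CL and 11 and 4 in SL than in S0. The log2 difference of these 15 genes had a median and range of 0.18 (-2.03 to 1.65) in C0, -0.08 (-1.98 to 1.68) in CL and 0.12 (-0.72 to 1.22) in SL. Over all genes, limma called 2, 2 and 0 of these 15 in C0, CL and SL, and 7, 8 and 2 had an unadjusted p under 0.05. C-C motif chemokine 25 (probe Ssa#S47727203) differed from S0 by 1.65 in C0, 1.68 in CL and 0.01 in SL (standard error 0.26), with adjusted p = 0.0213, 0.0109 and 0.999. Values of C-C motif chemokine 25 were beyond every S0 value in 4 C0, 4 CL and 0 SL fish (exact permutation p = 0.0286, 0.0286 and 1). C-C motif chemokine 25 was -1.92 in SL-1, apart from the other 3 SL fish (-1.08 to -0.94). C-C motif chemokine 25 in C0 no longer passed with scaling between arrays, the slide as a block, array weights or only the compared groups in the fit, and its adjusted p ranged from 0.00538 to 0.725 over the 12 alternatives. C-C motif chemokine 25 in C0 also fell short without C0-1, C0-2, C0-3, S0-1 or S0-3 (adjusted p from 0.0546 to 0.0789). C-C motif chemokine 25 in CL no longer passed with scaling between arrays or array weights, and its adjusted p ranged from 0.00561 to 0.914 over the 12 alternatives. Against S0, C-C motif chemokine 20 (probe Ssa#S35592814) changed by -1.34 in C0, -1.89 in CL and -0.38 in SL (standard error 0.22, adjusted p = 0.0213, 0.00255 and 0.996). C-C motif chemokine 20 was beyond the S0 range in 4 C0, 4 CL and 3 SL fish (exact permutation p = 0.0286, 0.0286 and 0.143). C-C motif chemokine 20 was 1.16 in S0-4, apart from the other 3 S0 fish (0.70 to 0.75). C-C motif chemokine 20 in C0 no longer passed with scaling between arrays, and its adjusted p ranged from 0.00645 to 0.245 over the 12 alternatives. C-C motif chemokine 20 in C0 also fell short without C0-1, C0-2, C0-3, S0-1 or S0-3 (adjusted p from 0.0519 to 0.0789). C-C motif chemokine 20 in CL no longer passed with scaling between arrays or array weights, and its adjusted p ranged from 0.00122 to 0.699 over the 12 alternatives. Leukocyte cell-derived chemotaxin 2 (probe Ssa#S48420174) was well above background on 1 S0, 3 C0, 4 CL and 0 SL arrays. Its own difference in SL is therefore not given, although the counts over the 15 genes include it. In C0 and CL it differed from S0 by 0.32 and 0.35 (standard error 0.21, adjusted p = 0.621 and 0.498).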

Cortisol activated C-C motif chemokine 25 and leukocyte cell-derived chemotaxin 2 but down-regulated several chemokines and cytokines. Protection against lice in resistant salmonids is associated with the pro-inflammatory cytokine profile [51]; the suppression of IL17D (Figure 1), an agonist of IL1 and TNFα, is thus noteworthy. 

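Log2 differences of C1q subunit C (probe Ssa#GRASP223649107) from S0 were -0.72 in C0, -1.06 in CL and -0.48 in SL (standard error 0.25) at adjusted p = 0.272, 0.071 and 0.996. C1q subunit C lay outside the S0 range, on the side of the difference, in 4 C0, 4 CL and 3 SL fish (exact permutation p = 0.0286, 0.0286 and 0.114). C1q subunit C was 1.00 in S0-1, apart from the other 3 S0 fish (0.36 to 0.42). C1q subunit C in C0 passed both thresholds with array weights, and its adjusted p ranged from 0.018 to 0.388 over the 12 alternatives. C1q subunit C in CL passed both thresholds with no background correction or the stricter filter on dim probes, and its adjusted p ranged from 0.0454 to 0.333 over the 12 alternatives. C1q subunit C in CL also passed without CL-3 (adjusted p = 0.0355). Of the 19 complement proteins and effectors of Table 3 with a probe (all but spondin), 4 were higher and 15 lower in C0, 3 and 16 in CL and 11 and 8 in SL than in S0. Their median log2 differences were -0.42 in C0, -0.42 in CL and 0.03 in SL, within ranges of -1.86 to 2.88, -1.9 to 2.40 and -0.50 to 0.97. Limma called 2, 3 and 0 of these 19 in C0, CL and SL over all genes, and 12, 10 and 1 had an unadjusted p under 0.05.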

The complement component C1q, which activates the classical pathway and three structurally related genes were down-regulated in cortisol treated fish; however, this was in parallel with the induction of several complement factors. Two C1Q/TNF related genes showed opposite responses to cortisol (down-) and lice (up-regulation). 

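Of the 4 TNF-dependent genes of Table 3, 0 were higher and 4 lower in C0, 0 and 4 in CL and 1 and 3 in SL than in S0. The 4 log2 differences had medians of -0.45, -0.66 and -0.07 in C0, CL and SL and ran from -1.05 to -0.28, -0.99 to -0.34 and -0.14 to 0.10. Unadjusted p was under 0.05 for 3, 3 and 0 of them, and limma called 0, 1 and 0 of these 4 in C0, CL and SL over all genes. Log2 differences of C1q/TNF related protein 5 (probe Ssa#GRASP209156039) from S0 were -0.42 in C0, -0.35 in CL and 0.22 in SL (standard error 0.23) at adjusted p = 0.545, 0.544 and 0.996. Values of C1q/TNF related protein 5 were beyond every S0 value in 1 C0, 1 CL and 0 SL fish (exact permutation p = 0.114, 0.286 and 0.514). C1q/TNF related protein 2 (probe Ssa#CA051349) had log2 differences from S0 of -0.55 in C0, -0.49 in CL and -0.07 in SL, each with a standard error of 0.36 (adjusted p = 0.623, 0.604 and 0.998). C1q/TNF related protein 2 was beyond the S0 range in 0 C0, 1 CL and 0 SL fish (exact permutation p = 0.171, 0.4 and 0.686). C1q/TNF related protein 1 (probe Ssa#TC94391) differed from S0 by -0.45 in C0, -0.47 in CL and 0.04 in SL (standard error 0.19), with adjusted p = 0.37, 0.295 and 0.998. For C1q/TNF related protein 1, 4 C0, 3 CL and 1 SL fish were beyond all S0 fish in that direction (exact permutation p = 0.0286, 0.0857 and 0.83).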

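Cytochrome b558 alpha-subunit (probe Ssa#CL120Contig1) had log2 differences from S0 of 0.92 in C0, -0.40 in CL and 0.32 in SL, each with a standard error of 0.34 (adjusted p = 0.297, 0.654 and 0.996). For cytochrome b558 alpha-subunit, 4 C0, 2 CL and 0 SL fish were beyond all S0 fish in that direction (exact permutation p = 0.0286, 0.486 and 0.143). Cytochrome b558 alpha-subunit in C0 passed both thresholds with array weights, and its adjusted p ranged from 0.0479 to 0.441 over the 12 alternatives.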

The only cortisol induced effector was cytochrome b558, a component of membrane-bound oxidase of phagocytes that generates superoxide. Down-regulated genes were scavengers (collectin, CD209, class A receptor and several lectins), antibacterial (NK-lysin, lysozyme g) and cytolytic (perforin, spondin) proteins and several proteins with unknown functions characterized with strong responses to different pathogens (differentially regulated trout protein 1, jeltraxin and nattectin). 

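Jeltraxin (probe Ssa#S47625829) differed from S0 by -0.76 in C0, -1.00 in CL and -0.23 in SL (standard error 0.13), with adjusted p = 0.0221, 0.00326 and 0.996. Jeltraxin was beyond the S0 range in 4 C0, 4 CL and 2 SL fish (exact permutation p = 0.0286, 0.0286 and 0.229). Jeltraxin was -0.50 in C0-4, apart from the other 3 C0 fish (-0.19 to -0.13). Jeltraxin in C0 no longer passed with scaling between arrays, the slide as a block, only the compared groups in the fit or slide and dye together, and its adjusted p ranged from 0.00538 to 0.0972 over the 12 alternatives. Jeltraxin in C0 also fell short without C0-1, C0-2, C0-3, S0-1 or S0-3 (adjusted p from 0.0543 to 0.0789). Jeltraxin in CL no longer passed with scaling between arrays or array weights, and its adjusted p ranged from 0.00187 to 0.331 over the 12 alternatives. Against S0, lysozyme g (probe Ssa#KSS4410) changed by -0.48 in C0, -0.64 in CL and -0.02 in SL (standard error 0.13, adjusted p = 0.141, 0.0353 and 0.998). Lysozyme g lay outside the S0 range, on the side of the difference, in 4 C0, 4 CL and 2 SL fish (exact permutation p = 0.0286, 0.0286 and 0.914). Lysozyme g was -0.44 in C0-4, apart from the other 3 C0 fish (-0.11 to -0.07). Lysozyme g in C0 passed both thresholds with no background correction, the scanner software's processed signals or the authors' values, and its adjusted p ranged from 0.0105 to 0.259 over the 12 alternatives. Lysozyme g in CL no longer passed with the scanner software's processed signals, scaling between arrays, the slide as a block, array weights or slide and dye together, and its adjusted p ranged from 0.0187 to 0.154 over the 12 alternatives. Lysozyme g in CL also fell short without C0-1, C0-3, CL-2, CL-3, CL-4, S0-1, S0-3 or S0-4 (adjusted p from 0.0512 to 0.104). Differentially regulated trout protein 1 was among the largest rises in C0.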

The latter showed greatest down-regulation (8-fold).

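Log2 differences of nattectin (probe Ssa#TC102149) from S0 were -1.86 in C0, -1.9 in CL and 0.42 in SL (standard error 0.38) at adjusted p = 0.0516, 0.0334 and 0.996. For nattectin, 4 C0, 4 CL and 1 SL fish were beyond all S0 fish in that direction (exact permutation p = 0.0286, 0.0286 and 0.4). Nattectin in C0 passed both thresholds with no background correction, the scanner software's processed signals, the authors' values, the stricter filter on dim probes, the dye as a covariate or only the compared groups in the fit, and its adjusted p ranged from 0.0103 to 0.637 over the 12 alternatives. Nattectin in C0 also passed without CL-1, CL-3, SL-1 or SL-4 (adjusted p from 0.0202 to 0.0472). Nattectin in CL no longer passed with no background correction, the scanner software's processed signals, the authors' values, scaling between arrays, the slide as a block, array weights, only the compared groups in the fit or slide and dye together, and its adjusted p ranged from 0.0206 to 0.946 over the 12 alternatives. Nattectin in CL also fell short without C0-1, C0-3, CL-2, CL-3, CL-4, S0-1, S0-3 or S0-4 (adjusted p from 0.0512 to 0.117).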

**Table 3:** Examples of differentially expressed immune genes

Gene	C0	CL	SL
***Eicosanoid metabolism***			

Leukotriene A-4 hydrolase	0.91	0.96	0.49

Leukotriene b4 12-hydroxydehydrogenase	0.86	0.57	NS

Prostaglandin E2 receptor EP4 subtype	0.84	0.87	NS

***Chemokines, cytokines and receptors***			

C-C motif chemokine 25	1.77	1.75	NS

Leukocyte cell-derived chemotaxin 2	1.17	1.08	NS

C-C motif chemokine 19-2	NS	NS	1.88

C-C motif chemokine 19-3	NS	NS	1.13

C-C motif chemokine 19-1			1.19

C-C motif chemokine 19	-1.47	-1.21	NS

C-C motif chemokine 20	-2.63	-2.75	NS

Chemokine CCL-C11b	-2.77	-2.17	NS

IL-11	1.05	1.46	NS

Novel IL-1 cytokine family member	-1.50	-1.05	NS

Cytokine-like protein 1	-1.78	-1.80	-0.75

IL-17D2	-2.56	-2.29	NS

IL-1 receptor type II	1.75	1.12	NS

IL-10 receptor beta chain	1.00	0.69	NS

Chemokine (C-C motif) receptor 7	-0.80	-0.71	NS

***TNF-dependent***			

TNF decoy receptor	-0.68	-1.22	NS

TNFα-induced protein 2	-0.95	-0.68	NS

TNF receptor superfamily member 11B	-1.03	-1.41	NS

TNFα homolog	-1.07	-0.44	NS

***Complement and effectors***			

Complement factor D	1.41	NS	NS

Complement component C7	0.87	1.21	-0.42

Complement component C4	-1.33	-0.74	NS

Complement C1q subcomponent subunit C	-1.35	-1.75	-0.87

C1q/TNF related protein 5	-1.02	-0.56	0.81

C1q/TNF related protein 2	-1.30	NS	NS

C1q/TNF related protein 1	-1.43	-0.82	0.73

Cytochrome b558 alpha-subunit	1.26	NS	NS

Perforin-1	-0.60	-0.73	NS

Collectin sub-family member 12	-0.61	-0.88	-0.74

Antimicrobial peptide NK-lysin	-0.80	-0.81	NS

Lectin mannose-binding	-0.82	NS	NS

CD209 antigen-like protein A	-1.01	-1.05	-0.55

Differentially regulated trout protein 1	-1.09	-0.76	NS

Scavenger receptor class A, member 5	-1.22	NS	NS

Lysozyme g	-1.24	-1.17	NS

Lectin	-1.32	-0.75	-0.89

Jeltraxin	-1.45	-1.56	NS

Spondin	-1.62	-1.26	0.45

Nattectin	-3.28	-2.31	0.96

*Resolution of inflammation *is followed by the *proliferative *phase, which represents a concerted action of different cell types co-ordinated by a complex network of growth factors and other regulators. The enzymes that destroy components of extracellular matrix (ECM) are involved in both inflammation and tissue repair and can be regarded as a bridge between these phases. 

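Over the 4 MMP9 and MMP13 probes, the mean log2 ratio was -2.52 ± 0.56 in S0, 0.32 ± 1.15 in C0, -0.24 ± 1.41 in CL and -1.63 ± 1.09 in SL (SD, n = 4). The MMP9 and MMP13 mean differed from S0 by 2.84 in C0, 2.28 in CL and 0.89 in SL (standard error 0.73, adjusted p = 0.00468, 0.016 and 0.294). The MMP mean lay beyond all S0 fish in 4 C0, 3 CL and 3 SL fish (exact permutation p = 0.0286, 0.0571 and 0.257) and differed in the same direction on 4, 4 and 3 of the 4 slides. Of the 4 MMP9 and MMP13 probes, 4, 4 and 0 were called in C0, CL and SL when adjusted over the list alone, against 0 in each over all genes. The MMP mean in C0 was short of the threshold at 3.50 with scaling between arrays, with adjusted p from 0.000589 to 0.159 over all 12 alternatives. The MMP mean in CL was short of the threshold at 2.56 with scaling between arrays, with adjusted p from 0.00216 to 0.267 over all 12 alternatives. The MMP mean in CL also fell short of the threshold without CL-4, at 1.85 (adjusted p = 0.0507). The MMP difference in SL ran from 0.50 without SL-3 to 1.38 without SL-2. The difference between the SL and the CL or C0 means was not tested, and the interaction of cortisol and lice was -1.44 (standard error 1.03, adjusted p = 0.613). AMBP protein (probe Ssa#GRASP209735709) was well above background on 4 S0, 2 C0, 1 CL and 0 SL arrays. Its own difference in SL is not given, although the counts over the enzymes of Table 4 include it. In C0 and CL it differed from S0 by -0.31 and -0.49 (standard error 0.14, adjusted p = 0.429 and 0.133).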

Cortisol, and to a lesser extent lice, enhanced collagen degrading matrix metalloproteinases - MMP9 or gelatinase and MMP13 or collagenase 3 (Figure 1), another member of the MMP family and proteinase inhibitor AMBP (Table 4). 

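Of the 16 enzymes of Table 4 with a probe, 3 were higher and 13 lower in C0, 3 and 13 in CL and 6 and 10 in SL than in S0. The log2 difference of these 16 genes had a median and range of -0.58 (-3.08 to 1.17) in C0, -0.62 (-4.82 to 0.90) in CL and -0.07 (-0.38 to 0.48) in SL. Over all genes, limma called 3, 3 and 0 of these 16 in C0, CL and SL, and 12, 12 and 3 had an unadjusted p under 0.05. Trypsin (probe Ssa#S30272201) had log2 differences from S0 of -0.90 in C0, -0.49 in CL and -0.38 in SL, each with a standard error of 0.31 (adjusted p = 0.26, 0.536 and 0.996). Values of trypsin were beyond every S0 value in 4 C0, 3 CL and 3 SL fish (exact permutation p = 0.0286, 0.314 and 0.114). Trypsin in C0 passed both thresholds with no background correction, the scanner software's processed signals, the authors' values, array weights or only the compared groups in the fit, and its adjusted p ranged from 0.0203 to 0.311 over the 12 alternatives. Deoxyribonuclease gamma (probe Ssa#S35534614) differed from S0 by -3.08 in C0, -4.82 in CL and -0.10 in SL (standard error 0.40), with adjusted p = 0.00713, 0.000201 and 0.997. Deoxyribonuclease gamma lay outside the S0 range, on the side of the difference, in 4 C0, 4 CL and 0 SL fish (exact permutation p = 0.0286, 0.0286 and 0.886). Deoxyribonuclease gamma was -2.83 in CL-2, apart from the other 3 CL fish (-3.98 to -3.81). Deoxyribonuclease gamma in C0 no longer passed with scaling between arrays, and its adjusted p ranged from 0.00193 to 0.277 over the 12 alternatives. Deoxyribonuclease gamma in CL no longer passed with scaling between arrays, and its adjusted p ranged from 5.65e-05 to 0.789 over the 12 alternatives. Against S0, ribonuclease T2 (probe Ssa#S31981759) changed by -1.08 in C0, -1.26 in CL and -0.26 in SL (standard error 0.18, adjusted p = 0.0221, 0.00628 and 0.996). For ribonuclease T2, 4 C0, 4 CL and 2 SL fish were beyond all S0 fish in that direction (exact permutation p = 0.0286, 0.0286 and 0.314). Ribonuclease T2 was -0.75 in C0-2, apart from the other 3 C0 fish (-0.31 to -0.29). Ribonuclease T2 in C0 no longer passed with scaling between arrays, the slide as a block or only the compared groups in the fit, and its adjusted p ranged from 0.0114 to 0.162 over the 12 alternatives. Ribonuclease T2 in C0 also fell short without C0-1, C0-2, C0-3, S0-1 or S0-3 (adjusted p from 0.0546 to 0.0745). Ribonuclease T2 in CL no longer passed with scaling between arrays or array weights, and its adjusted p ranged from 0.00357 to 0.663 over the 12 alternatives.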

Several other extracellular proteases (e.g. trypsins, serine protease 23, carboxypeptidase N) and nucleases with unknown roles were down-regulated with cortisol but not with lice. 

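Over the 12 collagen probes, the mean log2 ratio was 0.33 ± 0.35 in S0, -0.98 ± 0.21 in C0, -0.61 ± 0.65 in CL and 0.51 ± 0.19 in SL (SD, n = 4). The collagen mean differed from S0 by -1.31 in C0, -0.94 in CL and 0.18 in SL (standard error 0.26, adjusted p = 0.00086, 0.00811 and 0.504). The collagen mean lay beyond all S0 fish in 4 C0, 3 CL and 0 SL fish (exact permutation p = 0.0286, 0.0857 and 0.371) and differed in the same direction on 4, 4 and 3 of the 4 slides. The median of the 12 probe differences was -0.79 in C0, -0.70 in CL and 0.06 in SL. The collagen difference in SL ran from 0.05 without S0-4 to 0.33 without S0-3. Of the 12 collagen probes, 7, 7 and 0 were called in C0, CL and SL when adjusted over the list alone, against 2, 0 and 0 over all genes. The collagen mean in C0 was short of the threshold at -1.98 with scaling between arrays, with adjusted p from 3.23e-05 to 0.0586 over all 12 alternatives. The collagen mean in CL was short of the threshold at -0.65 with scaling between arrays, with adjusted p from 0.00203 to 0.45 over all 12 alternatives. Log2 differences of type I collagen alpha 2 chain (probe Ssa#S18891260) from S0 were -3.70 in C0, -2.07 in CL and 1.15 in SL (standard error 0.65) at adjusted p = 0.0258, 0.169 and 0.996. Values of type I collagen alpha 2 chain were beyond every S0 value in 4 C0, 3 CL and 4 SL fish (exact permutation p = 0.0286, 0.0857 and 0.0286). Type I collagen alpha 2 chain in C0 no longer passed with scaling between arrays, the slide as a block, only the compared groups in the fit or slide and dye together, and its adjusted p ranged from 0.00131 to 0.26 over the 12 alternatives. Type I collagen alpha 2 chain in C0 also fell short without C0-1, C0-2, C0-3, S0-1 or S0-3 (adjusted p from 0.068 to 0.0948). Type I collagen alpha 2 chain in CL passed both thresholds without CL-1 (adjusted p = 0.0138).

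**Figure D5:**
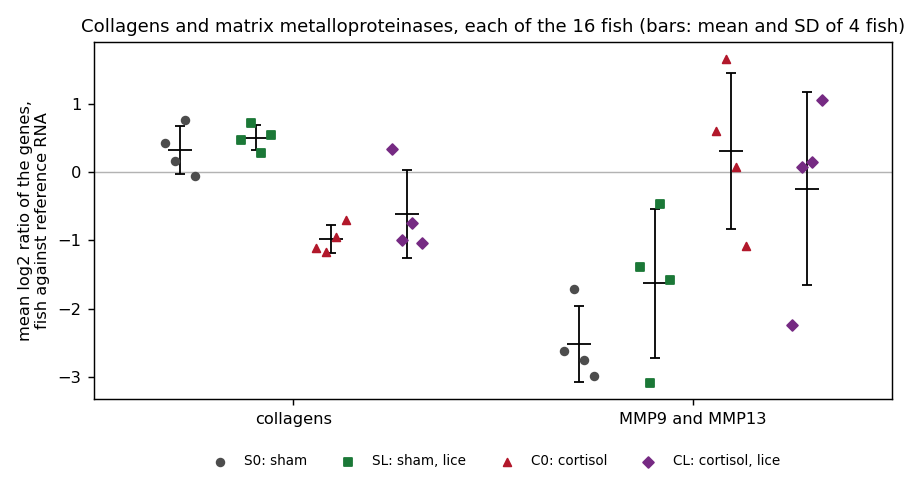
Mean log2 ratio of fish to reference RNA over the 12 collagen probes and over the 4 MMP9 and MMP13 probes, 1 point per fish, with bars for the mean and SD of the 4 fish of S0, SL, C0 and CL. For the collagens, no SL fish is above the highest S0 fish and 4 C0 fish are below the lowest.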

Opposite responses to treatments (down-regulation in C0 and CL and slight increase in SL) were observed in collagens of various types that are located in diverse structures (Table 4). Type I is the major component of fibrils, while other collagens control their lateral growth (type XI), integrity (type XVI) and interactions with surrounding matrix (type XII). Type VII is found in the basement zone beneath squamous epithelium and type X is produced in hypertrophic chondrocytes. Other isoforms bind to cells (type VI) and to various extracellular molecules (type XI). Collagens are laid during the proliferation phase while maturation of fibers at the final stage of wound healing involves gradual change of the collagen types, their enzymatic modification and formation of complexes with other protein components of ECM. 

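Of the 8 other components of the extracellular matrix in Table 4 with a probe (all but microfibril-associated glycoprotein 4), 0 were higher and 8 lower in C0, 0 and 8 in CL and 5 and 3 in SL than in S0. Their median log2 differences were -1.05 in C0, -0.85 in CL and 0.05 in SL, within ranges of -2.41 to -0.22, -2.02 to -0.15 and -0.14 to 0.44. Limma called 0, 1 and 0 of these 8 in C0, CL and SL over all genes, and 7, 6 and 0 had an unadjusted p under 0.05. Decorin (probe Ssa#GRASP209155967) had log2 differences from S0 of -1.80 in C0, -1.41 in CL and 0.44 in SL, each with a standard error of 0.55 (adjusted p = 0.189, 0.282 and 0.996). Decorin was beyond the S0 range in 4 C0, 3 CL and 3 SL fish (exact permutation p = 0.0286, 0.0857 and 0.114). Periostin (probe Ssa#S35559341) differed from S0 by -2.41 in C0, -2.02 in CL and -0.14 in SL (standard error 0.58), with adjusted p = 0.0907, 0.133 and 0.997. For periostin, 4 C0, 3 CL and 0 SL fish were beyond all S0 fish in that direction (exact permutation p = 0.0286, 0.0571 and 0.83). Periostin was -2.13 in C0-2, apart from the other 3 C0 fish (-1.55 to -1.52). Periostin in C0 passed both thresholds with no background correction, the authors' values or array weights, and its adjusted p ranged from 0.0039 to 0.145 over the 12 alternatives. Periostin in C0 also passed without CL-1 or S0-4 (adjusted p from 0.0342 to 0.0398). Periostin in CL passed both thresholds without CL-1 or S0-4 (adjusted p from 0.0215 to 0.0488).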

A number of extracellular structural proteins were down-regulated with cortisol. Decorin, required for the formation of collagen fibers [52] was previously seen to increase expression during chalimus stages [44]. Periostin is a matricellular protein that takes part in interactions between cells and collagens in skin but is also involved in the induction of keratinocyte proliferation during wound healing; delayed wound closure coupled with delayed re-epithelialization was reported in periostin deficient mice [53]. Decreased expression was also observed in genes encoding proteins found in the basement membrane (leprecans and epithelial membrane protein), cartilage (lumican - Figure 2) and microfibrils (microfibrillar-associated protein). Several enzymes involved in modification and maturation of fibrils showed the same expression changes as collagens: down-regulation with cortisol and activation with lice. 

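Against S0, procollagen C-endopeptidase enhancer 1 (probe Ssa#GRASP209155899) changed by -2.72 in C0, -2.13 in CL and 0.27 in SL (standard error 0.74, adjusted p = 0.141, 0.216 and 0.997). Values of procollagen C-endopeptidase enhancer 1 were beyond every S0 value in 4 C0, 3 CL and 0 SL fish (exact permutation p = 0.0286, 0.0857 and 0.943). Procollagen C-endopeptidase enhancer 1 was -0.97 in S0-4, apart from the other 3 S0 fish (0.95 to 1.26). Procollagen C-endopeptidase enhancer 1 in C0 passed both thresholds with no background correction or array weights, and its adjusted p ranged from 0.00136 to 0.188 over the 12 alternatives. Procollagen C-endopeptidase enhancer 1 in C0 also passed without CL-1 (adjusted p = 0.021). Procollagen C-endopeptidase enhancer 1 in CL passed both thresholds without CL-1 (adjusted p = 0.0124).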

ADAM metallopeptidase and procollagen I N-proteinase cleave collagen before assembly, while protein-lysine 6-oxidase (Figure 2) and prolyl 4-hydroxylase are responsible for the post-translational modifications of collagen and elastin; procollagen C-endopeptidase enhancer regulates the enzymatic activity. Cortisol increased the expression of glycan degrading enzyme hyaluronidase in parallel with the down-regulation of structural glycan components and enzymes involved in glycan biosynthesis and modification (exostocin, acetylgalactosaminyltransferase, galactosyltransferase and alpha 2,6-sialyltransferase).

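Log2 differences of hyaluronidase-2 (probe Ssa#GRASP209155205) from S0 were 1.17 in C0, 0.90 in CL and 0.38 in SL (standard error 0.38) at adjusted p = 0.218, 0.323 and 0.996. Hyaluronidase-2 was beyond the S0 range in 4 C0, 3 CL and 2 SL fish (exact permutation p = 0.0286, 0.0857 and 0.229). Hyaluronidase-2 in C0 passed both thresholds with the authors' values, and its adjusted p ranged from 0.0431 to 0.334 over the 12 alternatives.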

**Table 4:** Genes encoding extracellular enzymes, collagens and other components of the extracellular matrix

Gene	C0	CL	SL
***Enzymes***			

AMBP protein	2.44	1.24	0.47

Hyaluronidase-2	1.70	1.41	NS

Matrix metalloproteinase	1.60	1.05	NS

Beta-1,4 N-acetylgalactosaminyltransferase 1	-0.92	-0.74	NS

Beta-1,3-galactosyltransferase	-0.97	-0.97	NS

Prolyl 4-hydroxylase subunit alpha-2	-1.26	-0.99	NS

Ribonuclease T2	-1.38	-1.48	NS

Exostosin-like 2	-1.43	-1.07	NS

GalNAc alpha 2,6-sialyltransferase	-1.48	NS	0.49

Serine protease 23	-1.55	-1.19	0.88

ADAM metallopeptidase	-1.80	-1.27	NS

Trypsin	-1.83	NS	NS

Carboxypeptidase N catalytic chain	-2.09	-1.38	NS

Procollagen C-endopeptidase enhancer 1	-3.08	-2.41	NS

Deoxyribonuclease gamma	-3.28	-5.11	NS

Procollagen I N-proteinase	-2.42	-1.62	0.84

***Collagens***			

Collagen triple helix repeat-containing protein	-0.81	-0.59	NS

Type I collagen a3(I)	-3.70	-2.11	0.78

Type I collagen alpha 1 chain	-3.61	-2.21	0.70

Type I collagen alpha 2 chain	-3.73	-2.23	0.85

Type VI collagen alpha 1	-1.48	-0.86	NS

Type VI collagen alpha 2 isoform 2C2	-1.23	-0.82	NS

Type VI collagen alpha 3 isoform 1	-1.62	-1.12	NS

Type VII collagen	-1.56	-1.05	NS

Type XI collagen	-1.89	-1.11	0.50

Type XI collagen alpha1 short isoform	-2.00	-1.50	0.48

Type XII collagen alpha 1 short isoform	-1.55	-0.99	0.61

Type XVI alpha 1 collagen	-0.78	-0.34	NS

***Other components of ECM***			

Chondroitin sulfate proteoglycan 5	-1.26	-1.13	NS

Decorin	-1.88	-1.47	NS

Epithelial membrane protein 3	-1.50	-1.27	NS

Leprecan-like 1	-1.26	-0.56	NS

Leprecan 1	-0.82	-0.45	NS

Microfibril-associated glycoprotein 4	-1.15	-0.84	NS

Microfibrillar-associated protein 2	-1.41	-1.18	0.40

Periostin	-2.83	-2.22	NS

Spondin 1	-1.08	-1.02	NS

Wound contraction performed by motor proteins is an important part of the healing cascade [54]. 

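Over the 22 myofiber probes, the mean log2 ratio was 0.77 ± 0.53 in S0, -0.63 ± 0.77 in C0, -1.00 ± 0.95 in CL and -0.72 ± 0.75 in SL (SD, n = 4). The myofiber mean differed from S0 by -1.40 in C0, -1.78 in CL and -1.49 in SL (standard error 0.51, adjusted p = 0.0293, 0.00856 and 0.0219). The myofiber mean lay beyond all S0 fish in 3 C0, 3 CL and 4 SL fish (exact permutation p = 0.0857, 0.0857 and 0.0286) and differed in the same direction on 3, 3 and 4 of the 4 slides. Of the 22 myofiber probes, 9, 14 and 0 were called in C0, CL and SL when adjusted over the list alone, against 0 in each over all genes. The myofiber mean was 0.53 in C0-1, apart from the other 3 C0 fish (-1.09 to -0.95). The myofiber mean in C0 was short of the threshold at -1.77 with scaling between arrays and -0.91 with array weights, with adjusted p from 0.00722 to 0.13 over all 12 alternatives. The myofiber mean in C0 also fell short of the threshold without C0-2, C0-3, C0-4, S0-2 or S0-3, at -1.29, -1.25, -1.28, -1.27 and -1.23 (adjusted p = 0.0683, 0.077, 0.0769, 0.0733 and 0.0809). The myofiber mean in CL was short of the threshold at -1.69 with scaling between arrays, with adjusted p from 0.00509 to 0.132 over all 12 alternatives. The myofiber mean in SL was short of the threshold at -2.14 with scaling between arrays and -1.08 with array weights, with adjusted p from 0.00309 to 0.0798 over all 12 alternatives. The myofiber mean in SL also fell short of the threshold without SL-2, S0-2 or S0-3, at -1.14, -1.36 and -1.32 (adjusted p = 0.0749, 0.0604 and 0.0673). On slide 1 the C0 and CL fish were above the S0 fish, by 0.23 and 0.08. Parvalbumin beta 1 (probe Ssa#GRASP209734467) had log2 differences from S0 of -2.48 in C0, -2.75 in CL and -2.09 in SL, each with a standard error of 0.47 (adjusted p = 0.0387, 0.0178 and 0.996). Parvalbumin beta 1 lay outside the S0 range, on the side of the difference, in 4 C0, 4 CL and 4 SL fish (exact permutation p = 0.0286 in each group). Parvalbumin beta 1 was -1.51 in C0-4, apart from the other 3 C0 fish (-0.93 to -0.87). Parvalbumin beta 1 in C0 no longer passed with scaling between arrays, the slide as a block or only the compared groups in the fit, and its adjusted p ranged from 0.00151 to 0.0648 over the 12 alternatives. Parvalbumin beta 1 in C0 also fell short without C0-1, C0-2, C0-3, C0-4, CL-4, SL-4, S0-1, S0-2 or S0-3 (adjusted p from 0.0532 to 0.135). Parvalbumin beta 1 in CL no longer passed with scaling between arrays or only the compared groups in the fit, and its adjusted p ranged from 0.0103 to 0.343 over the 12 alternatives. Parvalbumin beta 1 in CL also fell short without CL-3, S0-1 or S0-3 (adjusted p from 0.055 to 0.0701). Myozenin-2 in SL and slow skeletal troponin I in CL were well above background on 0 arrays. Their own differences there are not given, although the list mean and the counts over the 22 probes include both.

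**Figure D6:**
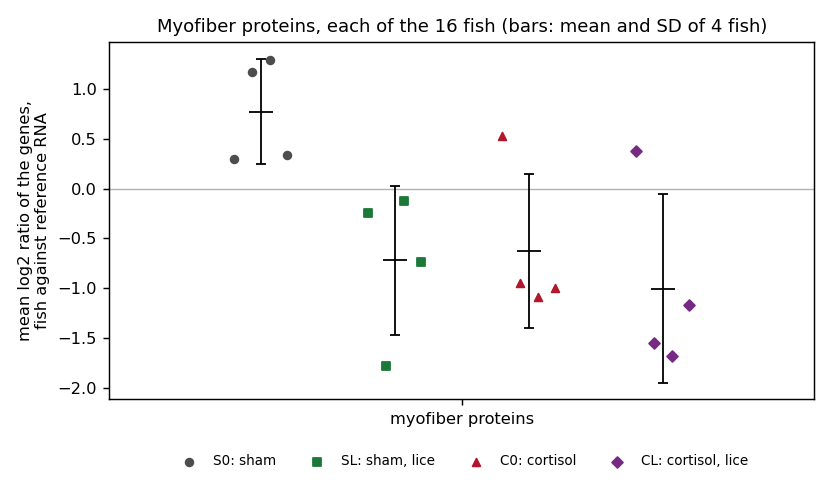
Mean log2 ratio of fish to reference RNA over the 22 myofiber probes of Table 5, 1 point per fish, with bars for the mean and SD of the 4 fish of S0, SL, C0 and CL. The C0-1 fish is at 0.53, above the other 3 C0 fish, which are between -1.09 and -0.95.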

Genes encoding myofiber contractile proteins and related proteins comprise a large group, which was equally down-regulated by cortisol and lice (Figure 2, Table 5). Interestingly, different isoforms of several enzymes of sugar and energy metabolism showed opposite changes (data not shown), which could be explained by specific regulation of some of these genes in diverse cell types. Given identical expression profiles with myofiber proteins, the down-regulated enzymes were most likely associated with the contractile apparatus.

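Of the 8 energy metabolism enzymes of Table 5, 0 were higher and 8 lower in C0, 0 and 8 in CL and 0 and 8 in SL than in S0. The 8 log2 differences had medians of -2.00, -1.9 and -1.98 in C0, CL and SL and ran from -3.61 to -0.45, -2.27 to -0.34 and -3.08 to -0.48. Unadjusted p was under 0.05 for 6, 4 and 6 of them, and limma called 0 of these 8 in each of C0, CL and SL over all genes. Creatine kinase-1 (probe Ssa#ES325815) differed from S0 by -2.99 in C0, -2.27 in CL and -2.23 in SL (standard error 0.82), with adjusted p = 0.146, 0.246 and 0.996. Values of creatine kinase-1 were beyond every S0 value in 3 C0, 3 CL and 4 SL fish (exact permutation p = 0.0571, 0.0571 and 0.0286). Creatine kinase-1 in C0 passed both thresholds with no background correction, the authors' values or array weights, and its adjusted p ranged from 0.0432 to 0.179 over the 12 alternatives. Creatine kinase-1 in C0 also passed without CL-1 (adjusted p = 0.0473). Creatine kinase-1 in CL passed both thresholds without CL-1 (adjusted p = 0.0337). With group means removed, the mean of these enzymes followed that of the myofiber proteins across the 16 fish at Pearson's r = 0.92 (permutation p = 0.00134, adjusted p = 0.00402 over 6 relations) and Spearman's rho = 0.87 (permutation p = 0.00203, adjusted p = 0.00609). Leaving out CL-1 and C0-1, the 2 fish farthest from the median, gave r = 0.82, removing slide means gave 0.89, and leaving out slide 1 gave 0.91.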

**Table 5:** Genes encoding proteins involved in muscle contraction

Gene	C0	CL	SL
***Enzymes of energy metabolism***			

6-phosphofructokinase type C	-1.73	-1.46	-2.68

Aldolase a, fructose-bisphosphate 2	-1.98	-1.48	-1.95

Creatine kinase-1	-3.83	-2.49	-2.95

Glucose-6-phosphate isomerase	-2.87	-2.55	-3.32

Glyceraldehyde-3-phosphate dehydrogenase	-4.21	-2.28	-3.85

Lactate dehydrogenase A4	-1.57	-1.18	-1.71

Phosphoglycerate mutase 2	-3.10	-2.57	-3.43

Pyruvate kinase	-3.25	-2.14	-3.58

***Components of myofiber***			

Alpha actin	-3.74	0.51	0.33

Desmin	-2.08	-1.99	-2.52

Myosin binding protein H-like	-2.74	-2.75	-2.29

Myosin heavy chain	-3.46	-1.38	-1.46

Myosin IB	-1.00	-3.95	-4.35

Myosin light chain 1	-3.35	-2.54	-1.84

Myosin light chain 3	-3.21	-0.58	NS

Myozenin-2	-1.26	-2.22	-3.02

Nebulin-like	-1.00	-1.96	-0.31

Sarcospan	-1.58	-1.43	-1.95

Slow myosin light chain 1	-1.95	-1.15	-2.13

Titin isoform N2-A	-4.10	-6.17	-5.26

Titin isoform N2-B	-2.85	-0.85	-1.24

Tropomyosin alpha-3 chain	1.08	-2.71	-3.21

Tropomyosin-1 alpha chain	-2.26	-0.98	NS

Troponin C, skeletal muscle	-4.04	-2.97	-3.28

Troponin I fast myotomal muscle	-2.77	-1.55	-0.05

Troponin I, cardiac muscle	-0.90	-2.10	-1.83

Troponin I, slow skeletal muscle	-2.55	-1.54	-2.92

Troponin T fast myotomal muscle	-3.22	-2.34	-2.86

Troponin T, cardiac muscle	-3.17	-6.17	-5.44

Troponin T, fast skeletal muscle	-4.15	-3.13	-3.69

***Regulation***			

Myostatin 1a	-1.79	-2.63	-3.78

ATPase, Ca++ transporting	-3.09	-1.51	-3.55

Histidine-rich calcium-binding protein	-1.54	-1.73	-1.14

Parvalbumin beta 1	-4.42	-3.72	-3.15

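Of the 18 genes of Table 6 with a probe, 2 were higher and 16 lower in C0, 3 and 15 in CL and 9 and 9 in SL than in S0. The log2 difference of these 18 genes had a median and range of -0.37 (-2.41 to 0.50) in C0, -0.32 (-1.92 to 0.40) in CL and 0.01 (-0.55 to 0.49) in SL. Over all genes, limma called 0, 1 and 0 of these 18 in C0, CL and SL, and 9, 7 and 1 had an unadjusted p under 0.05.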

Cortisol down-regulated a suite of genes involved in interactions between multiple cell types, while part of these genes showed slight induction with lice (Figure 2, Table 6). A number of differentially expressed genes are known for association with various tissue structures. Angiogenesis or formation of new blood vessels is essential for delivery of cells and materials to the repaired sites; this process is regulated with angiopoeitin and cysteine rich angiogenic inducer. Reepithelization involves *de novo *production of basal membrane and the surface layers of cells under control of epidermal growth factor [55]. Several genes play an essential part in the formation of cartilage and bone, including bone morphogenetic proteins (BMPs) and BMP inhibitor noggin [56]; proteoglycan mimecan/osteoglycin, expressed in bone, cartilage, cornea and skin is shown to be involved in the regulation of collagen fibrillogenesis [57] (Figure 2). Complex interactions between different cell types and extracellular structures are co-ordinated with multiple growth factors. 

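Against S0, TGFβ1 (probe Ssa#S31988940) changed by -0.39 in C0, 0.13 in CL and 0.33 in SL (standard error 0.30, adjusted p = 0.681, 0.898 and 0.996). TGFβ1 was beyond the S0 range in 4 C0, 2 CL and 2 SL fish (exact permutation p = 0.0286, 0.629 and 0.4).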

TGFβ is believed to play the major role and in this respect it is noteworthy to mention down-regulation of this growth factor, its receptor and several related genes including sclerostin domain-containing protein, an antagonist of TGFβ signalling [55,58]. 

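Log2 differences of connective tissue growth factor (probe Omy#BX868220) from S0 were -0.27 in C0, -0.24 in CL and 0.03 in SL (standard error 0.16) at adjusted p = 0.588, 0.562 and 0.998. Connective tissue growth factor lay outside the S0 range, on the side of the difference, in 4 C0, 3 CL and 1 SL fish (exact permutation p = 0.0286, 0.286 and 0.857). Pigment epithelium-derived factor (probe Ssa#EG880681) had log2 differences from S0 of -2.41 in C0, -1.92 in CL and 0.49 in SL, each with a standard error of 0.58 (adjusted p = 0.0904, 0.152 and 0.996). For pigment epithelium-derived factor, 4 C0, 3 CL and 1 SL fish were beyond all S0 fish in that direction (exact permutation p = 0.0286, 0.0571 and 0.571). Pigment epithelium-derived factor was -0.91 in S0-4, apart from the other 3 S0 fish (1.02 to 1.16). Pigment epithelium-derived factor in C0 passed both thresholds with no background correction, the scanner software's processed signals, the authors' values or array weights, and its adjusted p ranged from 0.000561 to 0.223 over the 12 alternatives. Pigment epithelium-derived factor in C0 also passed without CL-1 or S0-4 (adjusted p from 0.0196 to 0.0398). Pigment epithelium-derived factor in CL passed both thresholds with array weights, and its adjusted p ranged from 0.0328 to 0.838 over the 12 alternatives. Pigment epithelium-derived factor in CL also passed without CL-1 (adjusted p = 0.0129).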

Similar changes were seen in other growth factors and regulators: FGF and FGF receptor, connective tissue growth factor and pigment epithelium-derived factor, which is a potent neurotrophic and neuroprotective protein. Serine protease HTRA1 controls availability of growth factors by cleavage of binding proteins [59] and SPARC (Figure 2) regulates cell growth through interactions with the extracellular matrix and cytokines [60]. The down-regulated transcription factor class B helix-loop-helix plays an important part in chondrogenesis [61] while several affected homeobox genes (not shown) may be involved in determination of pluripotent stem cell fate.

**Table 6:** Genes encoding regulators of differentiation

Gene	C0	CL	SL
Class B basic helix-loop-helix protein 2	-0.93	-1.22	NS

Angiopoietin-related protein 1	-1.25	-0.82	0.59

Cysteine rich angiogenic inducer	-1.48	-1.07	NS

Epidermal growth factor-like protein 6	-1.23	-0.95	NS

Bone morphogenetic protein 4	-0.91	NS	NS

Bone morphogenetic protein 8A	-0.82	-0.69	NS

Noggin-3	-1.29	NS	NS

Osteoblast differentiation promoting factor	0.95	0.55	NS

Osteoclast-stimulating factor 1	0.78	0.60	NS

TGFβ1	-0.79	NS	NS

TGF binding protein	-0.71	-0.52	NS

TGFβ -induced ig-h3	-1.89	-1.82	NS

Sclerostin domain-containing protein 1	-0.94	-0.71	-0.40

Connective tissue growth factor	-0.76	NS	0.84

Fibroblast growth factor 3	-1.16	-0.93	NS

Fibroblast growth factor receptor 3	-1.23	-0.68	0.45

Pigment epithelium-derived factor	-2.60	-1.99	0.52

Serine protease HTRA1	-1.25	-1.07	NS

### Cortisol affects steroid metabolism and other metabolic pathways

A panel of genes involved in steroid metabolism was up-regulated with cortisol or with cortisol and lice. 

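Of the 8 steroid metabolism genes of Table 7, 8 were higher and 0 lower in C0, 7 and 1 in CL and 5 and 3 in SL than in S0. Their median log2 differences were 0.61 in C0, 0.68 in CL and 0.26 in SL, within ranges of 0.21 to 1.85, -0.19 to 2.25 and -0.06 to 0.68. Limma called 1, 2 and 0 of these 8 in C0, CL and SL over all genes, and 7, 4 and 0 had an unadjusted p under 0.05.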

The 11-beta-hydroxysteroid dehydrogenase (HSD11B) (Figure 2) is known for the key role in regulation of cortisol signaling. Mammals have two isoforms of this enzyme with different activities: HSD11B1 (expressed in most tissues) reduces cortisone to the active hormone cortisol, while HSD11B2 (expressed in aldosterone-selective tissues) catalyses the reverse reaction [62]. Of note is that aldosterone in fish is produced at very low levels. The mode of action of salmon enzyme that was up-regulated in our experiment remains unknown. HSD11B expression is stimulated with members of C/EBP family [62], which were also induced with cortisol in salmon skin (Table 7); these transcriptional regulators mediate activation of various glucocorticoid dependent genes. 

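CCAAT/enhancer-binding protein beta (probe Ssa#GRASP209152840) differed from S0 by 1.76 in C0, 1.54 in CL and 0.57 in SL (standard error 0.57), with adjusted p = 0.214, 0.255 and 0.996. CCAAT/enhancer-binding protein beta was beyond the S0 range in 4 C0, 3 CL and 1 SL fish (exact permutation p = 0.0286, 0.0571 and 0.2). Against S0, CCAAT/enhancer-binding protein delta (probe Ssa#GRASP209737603) changed by 1.11 in C0, 1.12 in CL and 0.38 in SL (standard error 0.19, adjusted p = 0.0221, 0.0155 and 0.996). CCAAT/enhancer-binding protein delta lay outside the S0 range, on the side of the difference, in 4 C0, 4 CL and 3 SL fish (exact permutation p = 0.0286, 0.0286 and 0.143). CCAAT/enhancer-binding protein delta in C0 no longer passed with scaling between arrays, the slide as a block or only the compared groups in the fit, and its adjusted p ranged from 0.00236 to 0.421 over the 12 alternatives. CCAAT/enhancer-binding protein delta in C0 also fell short without C0-1, C0-3, S0-1 or S0-3 (adjusted p from 0.0658 to 0.0854). CCAAT/enhancer-binding protein delta in CL no longer passed with the scanner software's processed signals, scaling between arrays, the slide as a block, array weights or only the compared groups in the fit, and its adjusted p ranged from 0.00299 to 0.828 over the 12 alternatives. CCAAT/enhancer-binding protein delta in CL also fell short without S0-1 or S0-3 (adjusted p from 0.0605 to 0.0618).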

A panel of up-regulated genes are known or can be involved in biosynthesis (cholesterol 25-hydroxylase, 7-dehydrocholesterol reductase, CYPA27 and diphosphomevalonate decarboxylase), and processing (UDP-glucuronosyltransferase) of steroid compounds. FK506 binding protein 5 that is important for the activity of steroid receptors [63] was induced with lice as well. 

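Log2 differences of FK506 binding protein 5 (probe Ssa#S18890427) from S0 were 1.05 in C0, 1.34 in CL and 0.35 in SL (standard error 0.29) at adjusted p = 0.141, 0.0424 and 0.996. For FK506 binding protein 5, 4 C0, 4 CL and 2 SL fish were beyond all S0 fish in that direction (exact permutation p = 0.0286, 0.0286 and 0.429). FK506 binding protein 5 in C0 passed both thresholds with no background correction, the scanner software's processed signals, the authors' values, scaling between arrays or array weights, and its adjusted p ranged from 0.00193 to 0.259 over the 12 alternatives. FK506 binding protein 5 in C0 also passed without SL-2 (adjusted p = 0.0457). FK506 binding protein 5 in CL no longer passed with scaling between arrays, the slide as a block, array weights, only the compared groups in the fit or slide and dye together, and its adjusted p ranged from 0.00074 to 0.126 over the 12 alternatives. FK506 binding protein 5 in CL also fell short without C0-1, C0-3, C0-4, CL-3, CL-4, SL-1, SL-4, S0-1, S0-3 or S0-4 (adjusted p from 0.0531 to 0.145). A further probe is named with a hyphen. FK506-binding protein 5 (probe Ssa#GRASP209734217) had log2 differences from S0 of 1.85 in C0, 2.25 in CL and 0.68 in SL, each with a standard error of 0.37 (adjusted p = 0.0491, 0.0155 and 0.996). Values of FK506-binding protein 5 were beyond every S0 value in 4 C0, 4 CL and 2 SL fish (exact permutation p = 0.0286, 0.0286 and 0.143). FK506-binding protein 5 in C0 no longer passed with scaling between arrays, no filter on dim probes, outlier spots kept, the slide as a block, the dye as a covariate, only the compared groups in the fit or slide and dye together, and its adjusted p ranged from 0.00202 to 0.169 over the 12 alternatives. FK506-binding protein 5 in C0 also fell short without C0-1, C0-3, C0-4, CL-2, CL-3, CL-4, SL-1, SL-4, S0-1, S0-3 or S0-4 (adjusted p from 0.0588 to 0.158). FK506-binding protein 5 in CL no longer passed with scaling between arrays, the slide as a block, array weights or slide and dye together, and its adjusted p ranged from 0.000427 to 0.546 over the 12 alternatives. FK506-binding protein 5 in CL also fell short without S0-1 or S0-3 (adjusted p from 0.0598 to 0.0608).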

A noticeable feature of metabolic regulation was cortisol induction of proteins involved in metabolism of amino acids, especially glutamine, methionine, arginine and its derivative ornithine (arginine metabolism was up-regulated in all study groups) and transporters for various organic compounds including several members of ABC multigene family. 

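Of the 8 amino acid metabolism genes of Table 7, 6 were higher and 2 lower in C0, 6 and 2 in CL and 6 and 2 in SL than in S0. The 8 log2 differences had medians of 0.59, 0.45 and 0.17 in C0, CL and SL and ran from -0.87 to 1.63, -1.01 to 1.89 and -0.07 to 1.00. Unadjusted p was under 0.05 for 7, 4 and 0 of them, and limma called 1, 1 and 0 of these 8 in C0, CL and SL over all genes. Glutamine synthetase (probe Ssa#GRASP223647517) differed from S0 by 0.98 in C0, 0.73 in CL and 0.18 in SL (standard error 0.18), with adjusted p = 0.0283, 0.074 and 0.996. Glutamine synthetase lay outside the S0 range, on the side of the difference, in 4 C0, 3 CL and 2 SL fish (exact permutation p = 0.0286, 0.0571 and 0.343). Glutamine synthetase in C0 no longer passed with the scanner software's processed signals, scaling between arrays, the slide as a block or slide and dye together, and its adjusted p ranged from 0.00319 to 0.341 over the 12 alternatives. Glutamine synthetase in C0 also fell short without C0-1, C0-2, C0-3, C0-4, S0-1, S0-3 or S0-4 (adjusted p from 0.0546 to 0.0948). Glutamine synthetase in CL passed both thresholds without CL-2 or S0-2 (adjusted p from 0.0249 to 0.0486). Against S0, mitochondrial arginase-2 (probe Ssa#GRASP223647763) changed by 0.72 in C0, 0.39 in CL and -0.01 in SL (standard error 0.29, adjusted p = 0.356, 0.608 and 0.999). For mitochondrial arginase-2, 4 C0, 2 CL and 1 SL fish were beyond all S0 fish in that direction (exact permutation p = 0.0286, 0.229 and 0.971). Log2 differences of ornithine decarboxylase 1 (probe Ssa#GRASP209154585) from S0 were 1.1 in C0, 0.88 in CL and 0.68 in SL (standard error 0.44) at adjusted p = 0.348, 0.411 and 0.996. Values of ornithine decarboxylase 1 were beyond every S0 value in 3 C0, 3 CL and 3 SL fish (exact permutation p = 0.0571, 0.0571 and 0.0857).

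Of the 10 transporters of Table 7, 7 were higher and 3 lower in C0, 7 and 3 in CL and 7 and 3 in SL than in S0. The log2 difference of these 10 genes had a median and range of 0.32 (-1.21 to 1.42) in C0, 0.45 (-1.13 to 2.05) in CL and 0.13 (-1.07 to 0.51) in SL. Over all genes, limma called 1, 2 and 0 of these 10 in C0, CL and SL, and 7, 8 and 1 had an unadjusted p under 0.05. Taurine transporter (probe Ssa#S18892318) had log2 differences from S0 of 1.42 in C0, 2.05 in CL and 0.28 in SL (standard errors 0.44, 0.44 and 0.47, adjusted p = 0.199, 0.0461 and 0.996). Taurine transporter was beyond the S0 range in 4 C0 and 4 CL fish (exact permutation p = 0.0286 in each group). 1 SL fish has no value for taurine transporter, so that no exact test was made in SL. Taurine transporter was 2.24 in CL-4, apart from the other 3 CL fish (-0.23 to 0.15). Taurine transporter in C0 passed both thresholds with array weights or only the compared groups in the fit, and its adjusted p ranged from 0.00353 to 0.341 over the 12 alternatives. Taurine transporter in C0 also passed without CL-4 (adjusted p = 0.0189). Taurine transporter in CL no longer passed with scaling between arrays, no filter on dim probes, the slide as a block, array weights, only the compared groups in the fit or slide and dye together, and its adjusted p ranged from 0.0254 to 0.64 over the 12 alternatives. Taurine transporter in CL also fell short without C0-1, C0-2, C0-3, C0-4, CL-2, CL-3, SL-1, SL-3, SL-4, S0-1, S0-2, S0-3 or S0-4 (adjusted p from 0.0531 to 0.119). ATP-binding cassette A12 (probe Ssa#EG780480) differed from S0 by 1.26 in C0, 0.96 in CL and 0.51 in SL (standard error 0.17), with adjusted p = 0.00861, 0.0182 and 0.996. For ATP-binding cassette A12, 4 C0, 4 CL and 4 SL fish were beyond all S0 fish in that direction (exact permutation p = 0.0286 in each group). ATP-binding cassette A12 in C0 no longer passed with scaling between arrays, and its adjusted p ranged from 0.00134 to 0.101 over the 12 alternatives. ATP-binding cassette A12 in CL no longer passed with the scanner software's processed signals, scaling between arrays, array weights or only the compared groups in the fit, and its adjusted p ranged from 0.0125 to 0.706 over the 12 alternatives. ATP-binding cassette A12 in CL also fell short without CL-3, CL-4, S0-1 or S0-3 (adjusted p from 0.0523 to 0.0606).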

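Of the 11 oxidative and protein stress genes of Table 7, 7 were higher and 4 lower in C0, 8 and 3 in CL and 8 and 3 in SL than in S0. Their median log2 differences were 0.56 in C0, 0.44 in CL and 0.18 in SL, within ranges of -1.56 to 1.33, -1.27 to 1.58 and -0.76 to 0.89. Limma called 2, 1 and 0 of these 11 in C0, CL and SL over all genes, and 8, 8 and 1 had an unadjusted p under 0.05. Against S0, heat shock cognate 70 kDa protein (probe Ssa#S48401688) changed by 1.33 in C0, 1.58 in CL and 0.27 in SL (standard error 0.25, adjusted p = 0.0387, 0.0131 and 0.996). Values of heat shock cognate 70 kDa protein were beyond every S0 value in 4 C0, 4 CL and 2 SL fish (exact permutation p = 0.0286, 0.0286 and 0.571). Heat shock cognate 70 kDa protein in C0 no longer passed with the scanner software's processed signals, scaling between arrays, the slide as a block or slide and dye together, and its adjusted p ranged from 0.00517 to 0.696 over the 12 alternatives. Heat shock cognate 70 kDa protein in C0 also fell short without C0-1, C0-2, C0-3, C0-4, CL-3, SL-2, S0-1, S0-2, S0-3 or S0-4 (adjusted p from 0.0541 to 0.113). Heat shock cognate 70 kDa protein in CL no longer passed with scaling between arrays or array weights, and its adjusted p ranged from 0.00699 to 0.875 over the 12 alternatives. Log2 differences of heat shock protein 47 kDa (probe Ssa#S35554696) from S0 were -1.56 in C0, -1.27 in CL and 0.15 in SL (standard error 0.30) at adjusted p = 0.0398, 0.0678 and 0.996. Heat shock protein 47 kDa was beyond the S0 range in 4 C0, 3 CL and 0 SL fish (exact permutation p = 0.0286, 0.0857 and 0.4). Heat shock protein 47 kDa in C0 no longer passed with scaling between arrays, the slide as a block or slide and dye together, and its adjusted p ranged from 0.000704 to 0.18 over the 12 alternatives. Heat shock protein 47 kDa in C0 also fell short without C0-1, C0-2, C0-3, C0-4, SL-1, SL-2, SL-3, SL-4, S0-1, S0-2 or S0-3 (adjusted p from 0.0513 to 0.138). Heat shock protein 47 kDa in CL passed both thresholds with the stricter filter on dim probes or array weights, and its adjusted p ranged from 0.0449 to 0.824 over the 12 alternatives. Heat shock protein 47 kDa in CL also passed without CL-1 (adjusted p = 0.00118).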

Up-regulation of chaperones and enzymes degrading reactive oxygen species could be a consequence of increased metabolic activity and/or cellular stress; a smaller number of genes from these functional groups were down-regulated. 

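Of the 9 apoptosis genes of Table 7, 8 were higher and 1 lower in C0, 8 and 1 in CL and 9 and 0 in SL than in S0. The 9 log2 differences had medians of 1.00, 0.85 and 0.32 in C0, CL and SL and ran from -0.77 to 1.76, -0.69 to 1.66 and 0.02 to 0.75. Unadjusted p was under 0.05 for 8, 8 and 2 of them, and limma called 3, 2 and 0 of these 9 in C0, CL and SL over all genes. GADD45 beta (probe Ssa#GRASP209736923) had log2 differences from S0 of 1.42 in C0, 1.66 in CL and 0.75 in SL, each with a standard error of 0.22 (adjusted p = 0.0189, 0.00326 and 0.996). GADD45 beta lay outside the S0 range, on the side of the difference, in 4 C0, 4 CL and 4 SL fish (exact permutation p = 0.0286 in each group). GADD45 beta in C0 no longer passed with scaling between arrays, the slide as a block or only the compared groups in the fit, and its adjusted p ranged from 0.0021 to 0.307 over the 12 alternatives. GADD45 beta in C0 also fell short without C0-1, C0-3 or S0-3 (adjusted p from 0.0543 to 0.0745). GADD45 beta in CL no longer passed with scaling between arrays, array weights or only the compared groups in the fit, and its adjusted p ranged from 0.00187 to 0.698 over the 12 alternatives. Caspase-3 (probe Ssa#GRASP209153156) differed from S0 by 0.69 in C0, 0.58 in CL and 0.32 in SL (standard error 0.13), with adjusted p = 0.0347, 0.0479 and 0.996. Values of caspase-3 were beyond every S0 value in 4 C0, 4 CL and 4 SL fish (exact permutation p = 0.0286 in each group). Caspase-3 in C0 no longer passed with scaling between arrays, the slide as a block or only the compared groups in the fit, and its adjusted p ranged from 0.013 to 0.172 over the 12 alternatives. Caspase-3 in C0 also fell short without C0-1, C0-2, SL-1, SL-4, S0-1, S0-3 or S0-4 (adjusted p from 0.0511 to 0.11). Caspase-3 in CL passed both thresholds without CL-1 (adjusted p = 0.0201).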

Cortisol also induced a suite of proapoptotic genes.

**Table 7:** Genes encoding proteins involved in steroid metabolism, stress responses and apoptosis

Gene	C0	CL	SL
***Steroid metabolism***			

11-beta-hydroxysteroid dehydrogenase	1.70	1.86	NS

7-dehydrocholesterol reductase	1.05	NS	NS

Cholesterol 25-hydroxylase-like protein A	1.92	1.70	0.87

Cytochrome P450 3A27	0.81	0.60	NS

Diphosphomevalonate decarboxylase	1.02	0.66	NS

FK506 binding protein 5	2.30	2.52	0.58

FK506-binding protein 5	2.47	2.93	0.69

Vitamin D3 hydroxylase-associated	0.82	0.73	NS

***Amino acids metabolism***			

Arginase-2 mitochondrial	0.97	NS	-0.11

Arginine N-methyltransferase 5	1.06	0.63	0.25

Ornithine decarboxylase 1	1.43	1.27	0.86

Diamine acetyltransferase 1	-0.87	-0.98	0.29

Glutamate decarboxylase-like 1	3.17	3.66	1.24

Glutaminase	-1.02	-0.76	0.32

Glutamine synthetase	1.14	0.86	0.00

Lysine ketoglutarate reductase	0.98	0.98	-0.14

***Apoptosis***			

CCAAT/enhancer-binding protein beta	2.05	1.62	0.62

CCAAT/enhancer-binding protein delta	1.16	1.15	NS

Jun-B	1.14	0.99	NS

GADD45 alpha	1.27	1.32	NS

GADD45 beta	1.54	1.80	0.66

Arrestin domain-containing protein 2	0.87	0.81	NS

Caspase-3	1.07	0.93	NS

Heme-binding protein 2	1.61	1.77	NS

Programmed cell death 1 ligand 1	-1.09	-0.84	0.49

***Oxidative and protein stress***			

Glutathione peroxidase 7	-2.59	-1.72	0.63

Glutathione peroxidase type 2	1.36	1.20	NS

Glutathione reductase mitochondrial	0.97	0.67	NS

Heat shock cognate 70 kDa protein	1.39	1.60	NS

Heat shock cognate 70 kDa protein	1.15	0.93	NS

Heat shock cognate 71 kDa protein	1.14	0.79	NS

Heat shock protein 47 kDa	-2.01	-1.43	0.61

Heat shock protein 60 kDa	1.31	0.94	NS

Heat shock protein 70 kDa	-1.50	-1.08	-1.40

Heat shock protein 90 kDa	-0.31	-0.23	-0.87

78 kDa glucose-regulated protein	0.57	1.06	0.82

***Transporters***			

Solute carrier family 1, member 4	1.90	1.77	0.55

Solute carrier family 25 member 33	0.58	0.71	NS

Solute carrier family 25-2	-1.00	-0.35	-0.96

Taurine transporter	1.59	2.21	NS

ATP-binding cassette A12	1.73	1.38	NS

ATP-binding cassette B6	0.88	0.68	NS

ATP-binding cassette C1	-2.28	-1.65	0.40

ATP-binding cassette E1	0.70	0.62	NS

ATP-binding cassette F3	0.86	0.85	0.46

Multidrug resistance associated protein 2	-1.28	-0.98	0.46

## Discussion

The average lice numbers in the two infected groups were not significantly different at 18 dpi despite the 7.7 fold higher cortisol levels in the CL-group. This demonstrates that the host response in Atlantic salmon towards *L. salmonis *from infection to chalimus stages is not dependent of cortisol but this does not exclude a cortisol link at pre-adult/adult stages. In coho salmon cortisol implants resulted in significant higher levels of *L. salmonis *compared to untreated specimens [25]. The cortisol level in the infected control group from [25] was about the same level as seen in the uninfected S0 group of the present study. This clearly demonstrates the difference in host response between Pacific and Atlantic salmon. Recently, Yazawa et al. [64] revealed that there is approximately a 10% difference in the mitochondrial genome between Atlantic and Pacific *L. salmonis*, which strongly suggests that they are two different species. This further complicates the picture of the different type of host response seen between salmonids since there also could be a difference in how these two sea lice species interact with their hosts.

Resistance of fish to infection with the salmon louse is most likely associated with a range of different processes which may depend on the stage of the parasite life cycle. The ability to avoid infection and to reject attached copepodids is thought to be a key factor during the early period of infection. In the subsequent growth and development phase, parasites produce increasingly severe skin damages and therefore tissue repair acquires principal importance. We reported protracted wound healing as a prominent feature of lice infection at the late chalimus stage [44]; apparently, down-regulation of extracellular structural protein and activation of ECM degrading MMP9 and MMP13 (gelatinase and collagenase) retard repair of damaged tissues at sites of lice attachment. Subsequent study of early responses to lice in salmon skin also found induction of MMPs but only at 10 dpi and not at 1; 3; 5 and 15 dpi [43]. Taken together, these results indicated a possible role of stress and cortisol in the lice induced pathology. In salmon, MMP9 and MMP13 are remarkable for up-regulation under stress [65] and inflammatory conditions [66] while many other genes commonly show opposite responses to these cues. The reported experiment produced a direct evidence for cortisol activation of MMP9 and MMP13 in salmon skin (Figure 1), although in contrast to previous studies, these genes did not respond to presence of lice. Relative instability and transient character of MMPs induction in skin of lice infected salmon might indicate a secondary character of this response, which could be mediated by stress and increased levels of cortisol. It is noteworthy to mention that MMPs were co-regulated with a number of genes that could be involved in stress and inflammatory responses (e.g. CCAAT/enhancer-binding protein (C/EBP) β and CEBPδ, cytochrome b-245, enzymes of ornithine and leukotriene metabolism). Several published studies did not find elevation of plasma cortisol in Atlantic salmon; increase was reported at high but not at low or average levels of lice infection (reviewed in [2]) and therefore, the role of cortisol in salmon responses to the parasite might seem questionable. However, the hormone levels were measured in blood plasma, while cortisol could be produced in skin, especially close to the sites of lice attachment. All components of the hypothalamic pituitary adrenal (HPA) axis (the mammalian equivalent of the HPI axis in fish) were recently found in skin [67]. This indicates possibility of local synthesis of cortisol during exposures to external stimuli in the absence of marked increase of its plasma levels. In the present study, the hormonal treatment stimulated a panel of genes implicated in steroid metabolism suggesting activation of biosynthetic processes on the one hand and their regulation with cortisol on the other. An interesting finding was the induction of HSD11B. In mammals, different isoforms of this enzyme catalyze reactions that activate or inactivate the hormone [62]. Since the character of enzymatic activity of salmon HSD11B remains unknown, we are unable to decide if exogenous administration of cortisol sets off a positive or negative feedback. If the former is true, even small local increase of cortisol levels may cause persistent disturbances.

Given small difference in lice counts in CL and SL, it could be concluded that cortisol had no effect on infestation quantified by numbers of lice per fish. However, exposure of salmon to the hormone affected genes implicated in diverse processes with important roles in repair of tissue damages; part of changes was similar to those produced by the parasite. To our experience based on several independent studies, transcriptomic responses to lice in salmon skin are highly variable, presumably due to dependence on the physiological status of fish and diverse interfering factors. The most consistent changes that have been reproduced in several independent experiments is massive down-regulation of genes involved in muscle contraction, including the components of myofiber, enzymes of energy metabolism and regulators of calcium homeostasis. In the present study, expression of these genes decreased equally in all groups (Figure 2, Table 5) and this could have a significant impact on the recovery of damaged skin. In mammals, induction of contractile activity in mesenchymal cells upon injury by keratinocyte-fibroblast interactions is essential [68]. Mesenchymal stem cells (MSCs) are maximally activated during repair processes as extensive cellular proliferation needs to occur both in the epidermal and dermal compartment. Tissue resident MSCs in mammals have been shown to resemble pericytes (smooth muscle-like cells surrounding vasculature) [69]. In accordance with the perivascular origin of MSCs, we reported that Atlantic salmon cultured stromo vascular fraction which contains MSCs prominently expresses motor protein transgelin at the peak of proliferative phase [70]. Furthermore, myofibroblasts that play an essential part in the wound contraction acquire the expression of motor proteins during their differentiation from fibroblasts. Contractile apparatus is also present in myoepithelial cells associated with skin glands [71] and in dermal melanophores of fish and amphibians where it is involved in pigment granule transport [72] and in motile cells including leukocytes. Mammalian cells involved in wound healing express contractile proteins that are specific for smooth muscle or non-muscle cells, and therefore down-regulation of cardiac and skeletal muscle isoforms in skin of Atlantic salmon may seem surprising. The underlying skeletal muscles were carefully removed during sampling of skin though presence of interstitial myofibers could not be excluded. However, we have observed differential expression of genes for myofiber proteins in different tissues of salmonid fish, including the liver, head kidney and brain [65,73]. The salmon genome contains homologs of mammalian contractile proteins that are expressed in smooth muscle and non-muscle cells but strict tissue specificity was most probably acquired after the evolutionary separation of the teleost and tetrapod lineages. The localization and roles of myofibers in salmon skin is waiting for exploration.

Cortisol and lice equally down regulated several genes that can be important for protection against the parasite including the regulators of lymphocyte differentiation (Figure 4). The stress hormone also suppressed a number of lice induced responses in salmon skin. Part of these genes (e.g. three C-C motif chemokines 19, two C1q/TNF related proteins and nattectin) probably have immune functions. Since their roles are unknown, it is impossible to predict consequences of the expression changes. The lice infected salmon showed a weak but consistent up-regulation of genes involved in tissue repair and these protective responses were blocked with cortisol. Down-regulation of collagens and collagen modifying enzymes most likely retarded wound healing, especially taken into account concomitant up-regulation of ECM degrading MMPs. Cortisol also inhibited several growth factors, which were up-regulated by lice infection including connective tissue growth factor and pigment epithelium-derived factor. Furthermore, the hormone affected many genes that did not show response to lice and suppressed virtually all processes involved in wound healing and repair of tissues. Therefore one may conclude that stress most likely can aggravate consequences of Atlantic salmon infestation with the parasite. It is necessary to point out however, that cortisol levels in C0 and CL exceeded the range commonly observed in stressed Atlantic salmon and a part of gene expression changes could be associated with rejection of feed.

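Between the groups with lice, 33 genes were called in CL against SL (5 higher and 28 lower in CL), with 2 called when the slide was a replicate block and between 0 and 154 over the alternatives. With 1 fish left out this count ranged from 2 (without SL-1 or SL-2) to 131 (without CL-1), and leaving out any of 13 of the 16 fish moved it by more than 1.5 times. Limma called 0 genes in CL against C0, where 780 had an unadjusted p under 0.05, and 0 for the interaction of cortisol and lice, where 442 had one. Both counts also stayed at 0 in every alternative and with each fish left out. Of the 200 different genes that the paper names and that have a probe, 19 were called in C0 over all genes and 99 adjusted over the list alone, 22 and 88 in CL, and 0 and 0 in SL. The study chose these genes on the same fish, so that the counts over the list alone are not independent evidence. The paper holds it most likely that wound healing was slowed by lower collagens and enzymes that modify them, beside higher matrix degrading MMPs. From this, from inhibited growth factors and from its finding that cortisol lowered nearly every process of healing and tissue repair, it draws the guarded conclusion that stress most likely can make the consequences of an infestation worse. The paper adds that its cortisol levels exceeded those usual in stressed salmon and that part of the changes could be associated with refused feed.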

In addition to the host parasite interactions, this study produced a number of important data. Results supported the view on the active role of skin in protection against pathogens and pointed to the immune functions that can be suppressed with stress. Of note is down-regulation of antigen presentation, antiviral responses and apparent depletion of T cells (Figure 4). Though the effect of cortisol on immune genes was not entirely negative, anti-inflammatory trend clearly prevailed. An interesting finding was down-regulation of IL-17, a signature cytokine of mammalian Th17 subset. Previously, we proposed the existence of an array of Th cell responses in fish (see [44]). In mammals, cytotoxic Th1 and Th17 responses employ a range of killing mechanisms, which may damage own tissues. Th2 responses represent a safer alternative that predominantly employs tissue remodelling to combat parasites. Despite the fact that mucosal residing parasites tend to provoke Th2 responses following infection, Th1/Th17-related mechanisms are often required for resistance against parasites at least some of their developmental stages [74]. Highly proinflammatory IL-17-secreting Th cells appear to be an essential part of the early responses to injuries, which is associated with high risk of tissue necrosis or sepsis since IL-17 mediates neutrophil mobilization to the sites infected with extracellular pathogens (reviewed in [75]). Of note here is that the postulated protective role of inflammatory skin infiltrate in resistant coho salmon is attributed to abundant neutrophils at sites of lice attachment [24]. In addition to the immune roles, IL-17 has a stimulatory effect on migration, proliferation and osteoblastic differentiation of MSCs in wounded bone model [76].

## Conclusions

To our knowledge, this is the first major study investigating the effects of cortisol impacts on expression of diverse functional groups of genes in fish skin. The transcriptomic changes were in agreement with the modern paradigm of wound healing. Administration of hormone and lice challenge followed by the gene expression profiling highlighted the actors involved in tissue repair, many of which have not attracted attention in fish biology so far. Stress and high levels of cortisol most likely aggravated damages by suppression of immune responses and wound healing. Given down-regulation of multiple immune functions and processes involved in tissue repair, stress can augment vulnerability of fish to wounding and infections.

## Methods

### Experiment design, challenge with lice and sampling

Fish used in the present study were Atlantic salmon post smolts originating from the commercial Aqua Gen As strain. Fish were initially hatched at the Institute of Marine Research's experimental farm at Matre, western Norway, and transferred to the Institute of Marine Research's disease laboratory in Bergen once they had become smolts. Upon arrival in Bergen, fish were distributed into 4 tanks (two control tanks without infection with lice and two tanks challenged with salmon lice) and allowed to acclimate before the experiment was initiated. Water before and during the experiment was 9°C ± 1.5°C. Fish were hand fed a standard commercial diet once daily. Two groups were treated with cortisol applied as an oil intraperitoneal implant and two groups received sham injection of the vehicle. A mixture of coconut and palm oil (ratio 60:40) was used to ensure rapid solidifying of the implant upon injection; the concentration of dissolved cortisol was 28 mg/ml and the fish received 80 mg of cortisol/kg. Two days later half of the fish in two cortisol and sham injected groups were infected with lice. Thus, the study set-up included 4 groups that are hereon referred to as C0 (cortisol, no lice infection), CL (cortisol and lice infection), S0 (sham injection, no lice infection - control) and SL (sham injection and lice infection).

Lice for the experimental challenge were produced at the Institute of Marine Research in Bergen using a hatchery and production system that has been previously detailed [43]. In short, egg strings from a laboratory strain of sea lice were harvested from their Atlantic salmon hosts, incubated and hatched in though-flow containers, and the resultant copepods used to challenge the experimental fish in the groups detailed above. The standard procedure for infection used at IMR [43] was applied, which included tapping down water level in the experimental tanks, adding lice and re-instating water after an hour. The exact number of copepods was not quantified, although approximately 75 lice/fish were added to the infected tanks. Blood and skin samples were collected from all study groups at 18 dpi when most lice were in the chalimus III and IV stages. Sampling started at 10 am and was completed by noon; order of sampling was randomised between groups. Skin was excised behind the dorsal fin, an area where lice attachment was observed; skin tissue samples were preserved in RNALater (Ambion, Austin, TX, USA).

### Blood analyses

The i-STAT Portable Clinical Analyzer (Abbott Laboratories, Abbott Park, Illinois, USA) was used at the time of sampling to measure the following parameters in the whole blood: blood gases, electrolytes (Na^+^, K^+ ^and iCa^2+^), haematocrit (Hct), haemoglobin (Hb) and glucose [44]. The analyses were carried out on the caudal venous blood of 10 fish from each of the four groups. Plasma obtained with immediate centrifugation at 7500 *g *for 5 min was stored at -80°C. Plasma levels of cortisol were measured using a radioimmunoassay kit (Orion Diagnostica, Espoo, Finland, Spectria Cortisol Ria test). Data were analyzed with ANOVA.

### RNA extraction

Total RNA was extracted with TriZOL (Invitrogen) and purified with Pure Link (Invitrogen) according to the manufacturer's instructions. RNA was quantified using a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific, Wilmington, USA). The integrity of RNA was assessed by Bioanalyzer (Agilent 2100 Bioanalyzer, Agilent Technologies, Waldbronn, Germany); all samples were of high purity with a RIN > 8 and no DNA contamination.

### Microarray analyses

The Atlantic salmon oligonucleotide microarray (GEO GPL10706) produced by Agilent Technologies in the 4 × 44 k format includes 21 k 60-mer probes, each in two spot replicates [49]. Microarray analyses were performed in all groups, four biological replicates in each. Each slide containing four microarrays was used for analyses of samples from four treatment groups. Equalized mixture of RNA from all sixteen individuals was used as a common technical reference. RNA amplification, labeling and fragmentation were performed using Two-Colour Quick Amp Labeling Kit and Gene Expression Hybridization kit following the manufacturer's instructions (Agilent Technologies). The input of total RNA used in each reaction was 500 ng. Individual samples were compared to the common reference, assignment of fluorescent labels (Cy5 and Cy3) was changed in each hybridization. Over night hybridization (17-hours, 65°C, and rotation speed of 10 rpm) was performed in an oven (Agilent Technologies). The slides were washed with Gene Expression Wash Buffers 1 and 2 and scanned with Agilent G2565BA. Images were processed using the standard procedures of the Agilent Feature Extraction (FE) Software version 9.5.1a. Nofima's bioinformatic package STARS [49] was used for data processing and mining. After filtration of low quality spots, lowess normalization of log_2_-expression ratios (ER) was performed. The differentially expressed genes were selected by criteria: significant difference from negative control - S0 (ANOVA followed with Dunnett's test, p < 0.05) and mean difference with S0 by log_2_-ER greater than |0.6| (1.5-fold) in at least one study group (Additional file 1). Data were submitted to Gene Expression Omnibus (GSE36072).

### Real-time qPCR

Thirteen genes with differential expression in microarray results were analyzed with real-time qPCR. These genes were selected to represent the main functional classes affected by the treatments (Table 8). Primers were designed with Vector NTI (Invitrogen) to amplify fragments < 200 nucleotides long. The cDNA synthesis was performed on 0.5 μg DNAse treated total RNA (Turbo DNA-free; Ambion, Austin, TX, USA) using TaqMan Gold Reverse Transcription kit (Applied Biosystems, Foster City, CA, USA) and oligo dT primers. PCR efficiency was calculated from four-fold serial dilutions (1:5, 1:25, 1:50 and 1:100) of cDNA for each primer pair in triplicates. Real-time PCR assays were conducted using 2xSYBR Green Master Mix (Roche Diagnostics, Mannheim, Germany) in an optimized 12 μl reaction volume, using 1:10 diluted cDNA. Primer concentration of 0.83 μM was used for all genes. PCR was performed in duplicate in 96-well optical plates on Light Cycler 480 (Roche Diagnostics, Mannheim, Germany) under the following conditions: 95°C for 5 min (pre-incubation), 95°C for 5 s, 60°C for 15 s, 72°C for 15 s (amplification), 95°C for 5 s, and 55-95°C with a heating rate of 0.1°C per s and a continuous fluorescence measurement (melting curve). 45 cycles were performed. No amplification was observed in negative (no template) controls. Relative abundance of mRNA was expressed as -ΔΔCT. The data were analyzed with ANOVA (p < 0.05).

**Table 8:** Real-time qPCR primers

Gene name and symbol	GenBank	Primers
11-beta-hydroxysteroid dehydrogenase (HSD11B)	EG835598	ATTTCCCTCTGAGGCTCTCA^1^
		CTGGACAAACAGTCTCTGGA

Barrier-to-autointegration factor (BANF1)	BT049316	ACAGACCCCTCATCATCCTG
		CGGTGCTTTTGAGAAGTGGT

Enolase 3 (ENOA)	GE620476	TGTAACTGCCTGCTCCTCAA
		TTGATGGACTCTGTGACGGA

H-2 class II histocompatibility antigen gamma (HG2A)	BT049560	GACATCTACCCAAGGGCCAA
		AGGATGGAATACTCGCTGGC

Interleukin 17D (IL17D)	EG869657	CTGAATGCGTTCCACCACAC
		GGTGAGATTCTTCCGCTCCA

Lumican (LUM)	BT045162	ACTGCCATGTACTGTGACTCCC
		CCTCGATCAGGTTGTTCTGC

Lymphocyte G0/G1 switch protein 2 (G0S2)	EG834405	TCCATTCGCTAAGGAGATGC
		TAGAACCCAGCAGGTACACCTT

Matrix metalloproteinase-13 (MMP13)	BT046016	TGATGTCCAAGTCAGCCGCTTC
		TGGTCTGCCACTTGCGATTGTC

Matrix metalloproteinase-9 (MMP9)	BT045896	GCTACCACCAGCGACTTTGA
		GCAACCAGGAACAGACTGTAGC

Mimecan/osteoglycin (OGN)	BT045896	AACCAGGAATCAACACTCCGAC
		GGAACACCATGCTGGAGTCATA

Myosin regulatory light chain 2 (MLC2)	AJ557152	GCTGATCCCGAGGATGTCAT
		GGAACACCATGCTGGAGTCATA

Protein-lysine 6-oxidase (LYOX)	BT045452	GGAAGCCAACAAACCCTCTGAT
		CCTGTGCGAATAGATGAGGGAA

SPARC precursor (SPRL1)	BT045906	GCAAGAAGGGAAAGGTGTGTGA
		TAGATGCAGTTTGTGGCCCTTC

^1^Efficiencies of all primer pairs were in the range from 1.85 to 2.00

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

AK analyzed the microarray data and drafted the manuscript. SS was responsible for gene expression and blood analyses while MT performed cortisol analysis. KG and FN designed and conducted the experiment. All authors contributed to the manuscript.

## Supplementary Material

Additional file 1 **Differentially expressed genes, complete microarray results**. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

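Skin was sampled from 16 Atlantic salmon 18 days after infestation with salmon lice, 4 fish in each of the groups C0 (cortisol implant, 80 mg per kg), CL (cortisol implant and lice), SL (sham injection and lice) and S0 (sham injection). RNA of each fish was hybridized to its own 60-mer oligonucleotide array together with a common reference, a mixture of the RNA of all 16 fish. The fish carried Cy3 on some arrays and Cy5 on the others. The labels place 4 arrays on each of 4 slides, with 1 fish of each group per slide, and the fish number is the slide number. Slide 1 was scanned on another day than the other 3. On each slide C0 and CL carried 1 dye and SL and S0 the other, and this alternated between slides.

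The intensities that the authors deposited are the median pixel brightness of each spot and of its local background in the Cy3 and Cy5 channels, with no normalization, per the file headers. The scanner software's processed signals, also deposited, had been background-subtracted with spatial detrending and dye-normalized (linear and lowess). The headers name Feature Extraction 10.7.1.1, another version than the paper names. The log2 ratios in the authors' matrix, as deposited, are fish over reference on every array, after the authors removed low quality spots and applied lowess normalization in their STARS package, whose settings are not stated. They hold 1 value per spot and no values for control spots. The mean of the 2 spots of each probe equals the value in Additional file 1 of the paper (26592 values, largest difference 1e-05). Fish were not pooled.

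Log2 ratios of fish to reference were computed again from the median spot signals and median backgrounds with limma 3.58.1 in R 4.3.3. The written design had named mean spot signals, which these files do not hold. Background was corrected by normexp with an offset of 50, each array was normalized by loess with the control spots at weight 0, spots marked as outliers by the scanner software were dropped, and the 2 spots of each probe were averaged. The sign was turned on arrays whose fish carried Cy3. Each array has 44061 spots, of which 1417 are controls, and 21322 probes. A probe was tested if it was well above background in the fish channel on at least 4 of the 16 arrays, which left 17698 and dropped 3624, and 120 of the tested probes lack a value on some array. Each probe was counted as 1 gene. Names come from Additional file 1, which holds 1669 of the probes, some of them named after matches in other species.

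All 16 fish entered 1 limma model with 4 group means and moderated variances. The contrasts were C0, CL and SL against S0, CL against SL, CL against C0, and the interaction of cortisol and lice. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the tested genes together with an absolute log2 difference above 0.6, the minimum the paper used. Standard errors are those of the model. For single genes and lists, an exact two-sided permutation test of 4 fish against 4 was made as well, whose smallest p is 0.0286. These steps were tested on simulated data with 200 of 17698 genes changed by 2 on the log2 scale. In that test 98.5% of the changed genes were recovered for C0 and for CL against S0, 97.5% for SL against S0, 98% for CL against SL, 97.5% for CL against C0 and 93% for the interaction, with 3 to 7 false calls in each comparison. The simulated spread was normal and independent between genes. Recovery at smaller changes was not measured, and the called genes had medians of 1.23 in C0 and 1.13 in CL. The 0 calls in SL, in CL against C0 and for the interaction therefore do not exclude smaller changes.

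Lists of hemoglobins (19 probes), virus responsive genes (10), antigen presentation (13), T cell (14) and B cell genes (12), G0S2 (4), MMP9 and MMP13 (4), collagens (12) and myofiber proteins (22) were written from names in the paper and Additional file 1. The mean log2 ratio over a list in each fish was fitted by limma together with all genes, and its p adjusted over the 29 list comparisons. Where calls of single list members are given, their p was adjusted over the list alone. The study chose these genes on the same fish, so that a list test is not independent evidence. Additional file 1 marks 1529 probes as changed in C0 or CL, fewer than the total in the paper, and no test of overlap or enrichment was made with it.

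Genes drawn on at the claims follow a rule. They are every gene that the paper names in Figures 1 and 2, in Tables 2 to 7 or in its results text and that could be matched by name to a probe of Additional file 1 (202 of 204 entries, which are 200 different probes, all tested), and, in each comparison with S0, the 5 largest rises and the 5 largest falls among called genes with all 4 fish outside the S0 range. Where several probes carry a name, the probe whose value in Additional file 1 equals that in the paper's table or figure was taken, otherwise the first listed, which favours closeness in the comparison with the paper's values. Values of the first kind stand in the paper's tables and count as seen. Some of these genes, such as IL-11, perforin-1 and noggin-3, have no value of their own at the claims. They enter there in counts over table sections, and the rule does not say which genes get a value. The comparisons, tests, lists, this rule and the alternatives were set before the data were examined, apart from the alternatives named next as added later, the tests of explanations for single fish and lists, and the tests on lists adjusted for another list.

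The alternatives were no background correction, the scanner software's processed signals with each array centred on its median, the authors' matrix, scaling of the log2 ratios between arrays, no filter on dim probes, a filter that asks for well above background on all 16 arrays (10974 probes), outlier spots kept, the slide as a replicate block, the dye of the fish as a covariate, array quality weights, a fit of only the compared groups, no minimum on the log2 difference, the Dunnett test of the paper's methods with and without Benjamini-Hochberg adjustment, and each fish left out in turn. Fits with the slide and the dye together, and Dunnett and two-group tests on the authors' matrix with and without that adjustment, were added after the data had been seen. The reported model had no slide or dye term, as set beforehand, because the paper's methods name none. The 24 pairs of residual profiles on the same slide had a median r of -0.0762, and only 4 exceeded 0.1. The median was 0.0540 over 72 pairs on different slides. Most pairs on one slide carried opposite dyes, which mixes dye with slide, so that these values cannot show that the slide had no effect. Other divisions of the same fish into groups of 4 were fitted in the same way, all 35 of 8 fish for each pair of groups and 100 drawn for the interaction.

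In the fish channel the median spot signal was 1.52 to 6.12 times the local background, and 53.6% to 86.5% of the probes of an array were well above background. Group medians of that ratio were 3.99 in C0, 3.09 in CL, 1.80 in SL and 2.71 in S0. In the reference channel of SL-4 the median signal equalled the background, and the authors' matrix holds 21795 values for that array against 35625 to 38784 for the others. No spot was saturated. The number of fish, 4 per group, limits the precision of each difference, and the standard error beside each value gives the part from spread between fish. The paper names 4 tanks, with lice and no lice in separate tanks, and the sample labels give no tank. Standard errors and p values take fish as independent and cannot include differences between tanks. The quantitative PCR, lice counts and blood measures of the study were not analysed here. Figures were drawn with matplotlib 3.10.9 in python 3.11.15.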

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

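The tests of explanations in this part, for CL-1, the myofiber list and G0S2, were chosen only after these values had been seen. In each group of 4 fish, a fish is listed here when its gap to the nearest other fish, over the range of the 4, exceeds Dixon's 95% critical value. Chance puts about 1 in 20 groups on such a list. Of 278 groups tested, covering genes and lists given at the claims and array measures, 25 are listed where 13.9 would come by chance, and the values of related genes are not independent. Log2 ratios of fish to reference are given.

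Across all genes, the array of CL-1 had a mean r of -0.18 with the other 3 CL fish, which had 0.18 to 0.20 with their own group. For MLC2, CL-1 had 2.09 and the other CL fish -2.22 to -1.97. Against an exchange with the S0 fish of the same slide stands that S0-1 had a mean r of -0.25 with CL-2, CL-3 and CL-4. Against a fish without cortisol under the CL label stands its position over 23 genes higher in C0 than in S0-1, S0-2 and S0-3. On a scale from the mean of S0-1, S0-2 and S0-3 (0) to that of C0 (1), CL-1 lay at 0.723. The 8 fish without cortisol lay at -0.0808 to 0.346 and the other 7 cortisol fish at 0.840 to 1.08. S0-4 took no part in the choice of genes or in the zero. Over these 23 genes S0-4 lay at 0.337, which argues against an exchange of CL-1 with S0-4 as far as these genes go. Over 61 genes lower in C0, however, CL-1 lay at 0.361 and S0-4 at 0.40. Both were between the other 7 fish without cortisol (-0.0774 to 0.131) and the other 7 cortisol fish (0.871 to 1.08). These genes do not tell the 2 fish apart, and argue neither against a fish without cortisol nor against that exchange. The division that exchanges CL-1 and S0-4 is also the one that called 507 genes. A mixture of the 2 samples was not tested and stays open. Noise on the array is argued against by the r of 0.912 between the 2 spots of a probe, within the range of 0.523 to 0.933 over all arrays. Against slide 1 and its scan as the cause stand the other 3 arrays of that slide, whose lowest mean r with their own group was 0.252. The residual profiles of CL-1 and C0-1, both on slide 1, go the other way. Their r was 0.359, the highest of the 24 pairs on one slide. The residual profile of CL-1 had r = 0.077 with SL-1 and 0.099 with S0-1, so that a part of slide 1 stays open.

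A candidate explanation that stays open for CL-1 is more muscle transcripts in that sample. Over 17664 genes outside Table 5, each gene's relation to the myofiber list was taken from the other 3 groups. The deviation of CL-1 from the other CL fish followed that relation with r = 0.369. For CL-2, CL-3 and CL-4 r was -0.327, -0.238 and 0.110. Deviations of the CL fish from one another balance out for each gene, so that these values are no independent contrast. The mean of the myofiber list was 0.38 in CL-1 and -1.68 to -1.17 in the other CL fish. Its abundant member alpha actin was 1.39 in CL-1 (others -3.17 to -1.99). Outside that list, the Table 5 genes creatine kinase-1 and parvalbumin beta 1 were 1.38 (-2.29 to -1.33) and -0.37 (-2.13 to -1.34) in CL-1. The study picked all 22 myofiber genes from these fish, and how many of them skin itself expresses was not tested. A response of that fish to cortisol or lice which differs from the others stays open too and was not tested.

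In C0, the mean of the myofiber list was 0.53 in C0-1 and -1.09 to -0.95 in the other 3 fish. Within groups, over 16 fish, the energy metabolism enzymes of Table 5 followed the myofiber list with r = 0.918 (permutation p = 0.00134, adjusted over 6 such relations 0.00402, rank correlation 0.868). It was 0.823 without the 2 fish farthest out, CL-1 and C0-1, 0.891 with slide means removed and 0.910 without slide 1. A varying share of muscle transcripts in the skin samples may therefore explain part of these differences between fish. Whether the share varies through sampling or through a change in the skin, the design cannot separate, since both groups of genes were picked from these fish.

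G0S2 varied widely between fish of a group. The mean of the 4 G0S2 probes was -1.04 in S0-4 and 1.04 to 1.17 in the other S0 fish, and the G0S2 probe of Figure 1 had -1.20 in S0-4 against 0.92 to 1.28. Within groups the G0S2 list followed the myofiber list with r = 0.823 (permutation p = 6e-04, adjusted over 6 relations 0.0036), 0.752 without CL-1 and C0-1, 0.723 with slide means removed and 0.782 without slide 1. G0S2 transcripts may thus vary with muscle transcripts from fish to fish. S0-4 itself goes against this, with a myofiber mean of 0.33 beside 0.30 in S0-1, whose G0S2 mean was 1.11. No other explanation of the low G0S2 in S0-4 was tested.

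S0-4 stood apart from the other S0 fish for 5 more genes: hect domain and RLD 6 with 2.37 (others -0.20 to 0.03), syndecan-2-A with -0.38 (0.58 to 0.63), C-C motif chemokine 20 with 1.16 (0.70 to 0.75), procollagen C-endopeptidase enhancer 1 with -0.97 (0.95 to 1.26) and pigment epithelium-derived factor with -0.91 (1.02 to 1.16). Over 61 genes lower in C0, S0-4 lay at 0.40 on the scale from S0-1, S0-2 and S0-3 (0) to C0 (1). The other 7 fish without cortisol lay at -0.0774 to 0.131. Among these, S0-1, S0-2 and S0-3 served to choose the genes and set the zero, and are near it by construction. The SL fish, which set neither end, lay at -0.0238 to 0.131. Cortisol in place of the sham injection is argued against by the position of S0-4, 0.337, over the genes higher in C0. Its array had a mean r of 0.0659 with the other S0 fish. No biological explanation was tested, and normalization, background and a difference in the tissue taken stay open.

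C0-4 stood apart from the other C0 fish for the hemoglobins list with -1.44 (others -0.64 to -0.54), LUM with -1.14 (-2.47 to -2.26), Jeltraxin with -0.50 (-0.19 to -0.13), lysozyme g with -0.44 (-0.11 to -0.07) and parvalbumin beta 1 with -1.51 (-0.93 to -0.87). C0-2 did so for ribonuclease T2 with -0.75 (-0.31 to -0.29) and periostin with -2.14 (-1.55 to -1.52). No technical or biological explanation was tested for the values of these fish.

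Single values stood apart in other fish as well. They were MMP13 in S0-2 with -1.69 (others -3.23 to -3.06), C-C motif chemokine 19-2 in S0-2 with -0.24 (-1.05 to -0.95), complement C1q subunit C in S0-1 with 1.00 (0.36 to 0.42), HG2A in SL-3 with -0.51 (1.1 to 1.36), C-C motif chemokine 25 in SL-1 with -1.92 (-1.08 to -0.94), C-C motif chemokine 19-3 in SL-2 with 1.15 (-0.02 to 0.16), deoxyribonuclease gamma in CL-2 with -2.83 (-3.98 to -3.81) and taurine transporter in CL-4 with 2.24 (-0.23 to 0.15). SL-3 and SL-1 are the arrays whose log2 ratios here correlated least with the authors' matrix (r = 0.462 and 0.556). Beyond that no technical explanation was tested for these values, and no biological explanation was tested.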

How the results depend on the processing

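Of the alternatives in this part, the fits with slide and dye together and the Dunnett and two-group tests on the authors' matrix were added after the data had been seen. Over the 36 results set out in advance (6 counts, 1 correlation and 29 list differences), leaving aside fits without 1 fish, 385 of the results under alternatives kept their side of the threshold (and their direction, where they passed it) or stayed within 1.5 times the count, 38 values moved, 18 list differences no longer passed their threshold, 17 passed it anew and 0 reversed. The following list differences stayed on their side of the threshold under all of their 12 alternatives: hemoglobins in SL, the virus responsive list in C0 (-1.65 to -0.84), CL and SL, antigen presentation in SL and in CL against C0, T cell in C0 (-1.48 to -0.34) and SL, collagens in SL, and MMP9 and MMP13 in SL. So did G0S2 in C0 and CL, short of it under all 12. Of the differences that did not pass, the sign changed with 1 alternative for hemoglobins (to 0.52), antigen presentation (0.27), the B cell list (0.13) and MMP9 and MMP13 (-1.18) in SL and antigen presentation in CL against C0 (0.14), and with 4 for the T cell list in SL (to 0.13).

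The count of genes in C0 against S0 (69) was 349 with no background correction, 289 with the scanner software's processed signals, 402 with the authors' matrix, 417 with array quality weights and 129 with the filter that asks for all 16 arrays, which tests fewer genes. It was 2 with scaling between arrays, 371 with the paper's Dunnett test and 9 with its Benjamini-Hochberg adjustment. Of alternatives added later, slide and dye together gave 42, the Dunnett test on the authors' matrix 1030, and the two-group test there 1247, or 34 after adjustment. The slide as a block gave 16, and the other 6 alternatives 52 to 100 genes. The share of higher genes, 37.7%, became 50% with the authors' matrix and with scaling (1 of 2 genes), 24.6% with the processed signals and 25% with only the compared groups in the fit. The cause of these shifts was not tested.

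The count in CL against S0 (106) was 0 with scaling between arrays, where 1255 genes had an unadjusted p under 0.05 by limma, 12 with array weights, 28 with only the compared groups in the fit (fewer fish), 196 without a minimum on the log2 difference, 338 with the Dunnett test and 27 after its adjustment. Added later, slide and dye together gave 58, the Dunnett test on the authors' matrix 584, or 16 after adjustment, and the two-group test there 735, or 0 after adjustment. The slide as a block gave 45, and the other 7 alternatives 92 to 150 genes. The share of higher genes, 26.4%, became 48.9% with the authors' matrix and 0% with array weights. The cause was not tested.

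In SL against S0 limma called 0 genes under each alternative that uses it, with 506 at an unadjusted p under 0.05 (292 to 1329 under alternatives). The Dunnett test without adjustment called 17, on the authors' matrix 106 (added later), and the two-group test there 234 (added later). Each of these became 0 after adjustment. CL against SL (33 genes) was 139 with no background correction, 154 with the processed signals, 146 with the authors' matrix, 52 with the dye as a covariate, 9 with array weights, 1 with only the compared groups in the fit, 4 with slide and dye together (added later) and 0 with scaling, where 1163 had an unadjusted p under 0.05. The share of higher genes, 15.2%, became 32.2% with the authors' matrix. For CL against C0 and the interaction, limma called 0 genes under all alternatives, with 780 and 442 genes at an unadjusted p under 0.05. The cause of the changed counts was not tested.

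With the slide as a replicate block, 16 genes were called in C0, 45 in CL, 0 in SL and 2 in CL against SL, and 16, 44 and 2 of these were among the genes called without the block. In the same paired fit the difference of the virus responsive list between CL and C0 (0.58) passed its threshold (limma adjusted p = 0.0494, 0.0121 to 0.0531 over its 12 alternatives), as did the B cell list in SL (-0.28, 0.0242, range 0.0242 to 0.813) and G0S2 in SL (-1.9, 0.0494, range 0.0211 to 0.11). With slide and dye together the first 2 passed as well, at the same differences. The cause was not tested.

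Other divisions of the same fish show how often regrouping gives as many genes, and 1 of 35 is the lowest share they can reach. For C0 against S0 and for CL against SL that share was reached: only the real division gave as many genes, and the others gave 0. This argues against chance there without excluding it, and the 33 genes of CL against SL fell to 2 with the slide as a block. For CL against S0 2 of 35 did, the other giving 507 genes, so that chance stays open. SL against S0, CL against C0 and the interaction had 0 genes, which all 35, all 35 and all 100 divisions reach by construction, so that nothing is tested there. Other divisions gave up to 0, 2 and 1 genes. For the two-group test on the authors' matrix (added later), 1 of 35 divisions gave as many genes in C0 (the next 875). In CL 2 of 35 did (the other 1262) and in SL 6 of 35 (up to 624), so that only C0 reached the lowest share. Of the 8 divisions with 1 fish of each slide on either side, the real one alone gave as many in C0 and CL, by either method, and in CL against SL, and 2 of 8 did in SL with the two-group test. The lowest share there is 1 of 8, too coarse to tell chance apart.

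The correlation of the C0 and CL differences, 0.94 over called genes, was 0.83 over all tested genes, a set that is not chosen for change, and 0.91 to 0.96 under the other alternatives. With scaling between arrays 2 genes were left, too few for a correlation.

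With scaling between arrays these list differences no longer passed: hemoglobins in C0 (-1.89) and CL (-1.30), antigen presentation in C0 (-1.1) and CL (-0.96), T cell in CL (-0.37), B cell in C0 (-1.1) and CL (-0.80), collagens in C0 (-1.98) and CL (-0.65), myofiber proteins in C0 (-1.77), CL (-1.69) and SL (-2.14), and MMP9 and MMP13 in C0 (3.50) and CL (2.56). With array weights, antigen presentation in C0 (-0.75) and CL (-1.23) and myofiber proteins in C0 (-0.91) and SL (-1.08) did not pass. The cause was not tested.

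The difference of the virus responsive list between CL and C0 was 0.58 (limma adjusted p = 0.052) and passed its threshold with no background correction (0.88), the processed signals (1.04), the authors' matrix (0.91), scaling (1.07), the filter on all 16 arrays (0.63), the dye as a covariate (0.58), array weights (0.76) and only the compared groups in the fit (0.58). G0S2 in SL passed with no background correction (-2.64), the processed signals (-3.02), the authors' matrix (-2.84) and scaling (-2.46). The cause was not tested.

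Single fish moved the counts. In C0 the count ran from 12 without S0-3 to 151 without CL-1, with 13 without C0-1 and 21 without C0-2, C0-3 or S0-1. The share of higher genes there became 57.1% without C0-2 and 26.1% without S0-4. In CL it ran from 35 without S0-3 to 330 without CL-1, with 40 without S0-1, 45 without CL-4, 48 without CL-3 and 57 without CL-2, and the share of higher genes became 41.2% without S0-2 and 17.4% without S0-4. CL against SL ran from 2 without SL-1 or SL-2 to 131 without CL-1, with 3 without CL-2 or CL-4, 6 without CL-3 or SL-4, 8 without C0-3, 16 without C0-1, C0-4 or S0-3, 20 without S0-2 and 57 without SL-3. Its share of higher genes ran from 0% without CL-2, CL-3, CL-4, SL-1 or SL-2 (2 to 6 genes each) to 25% without C0-3 (8 genes). The other 3 comparisons kept 0 genes by limma without any single fish, with 217 to 898 (SL), 492 to 1027 (CL against C0) and 263 to 787 (interaction) at an unadjusted p under 0.05. The correlation ran from 0.91 without CL-4 to 0.97 without C0-2.

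For the lists, the virus responsive difference between CL and C0 ran from 0.41 without CL-4 to 0.72 without CL-2 and passed its threshold without CL-1, CL-2, SL-2, SL-3 or S0-4. Antigen presentation in CL against C0 (-0.48 without CL-3 to -0.26 without CL-1) passed without CL-3. The B cell list in SL (-0.34 without S0-4 to -0.15 without S0-1) passed without CL-1 (-0.28, limma adjusted p = 0.0454, up to 0.298 without S0-1). G0S2 passed in CL without CL-1 (-2.31, and up to -1.03 without CL-2) and in SL without S0-4 (-2.44, and up to -1.27 without SL-2). Myofiber proteins in C0 ran from -1.79 without C0-1 to -1.23 without S0-3 and fell short without C0-2, C0-3, C0-4, S0-2 or S0-3, and in SL from -1.69 without SL-3 to -1.14 without SL-2 and fell short without SL-2, S0-2 or S0-3. MMP9 and MMP13 in CL ran from 1.85 without CL-4, where it fell short (limma adjusted p = 0.0507, the lowest being 0.00137), to 2.95 without CL-1. The other list differences kept their side of the threshold without any single fish, but 8 of them moved by more than 1.5 times. These were antigen presentation in SL (-0.30 without SL-4 to -0.02 without SL-3), the virus responsive list in SL (0.00 without SL-2 to 0.35 without S0-4) and CL (-0.58 without CL-4 to -0.25 without S0-4), collagens in SL (0.05 without S0-4 to 0.33 without S0-3), hemoglobins in SL (-0.51 without S0-4 to -0.14 without S0-3), MMP9 and MMP13 in SL (0.50 without SL-3 to 1.38 without SL-2), G0S2 in C0 (-1.72 without S0-4 to -0.64 without C0-4) and the T cell list in SL (-0.11 without SL-2 to 0.01 without SL-3).

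Leaving aside fits without 1 fish, among the 618 comparisons of genes named by the rule, 49 were called, and each of the 49 was lost under at least 1 alternative. Scaling between arrays alone removes all 49: it called 2 genes in C0, sharing 0 with the reported fit, and 0 in CL. That loss therefore does not tell how each gene fares under the other alternatives. Of the 569 not called, 104 were called under at least 1, and 0 reversed. Signal over background limits what dim probes can show: the fish channel's median spot was 1.52 to 6.12 times its background, 3624 of 21322 probes were too dim on most arrays to be tested, and 10974 were well above background on all 16.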

Differences from the paper's values

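The paper's value is given first in each case and marked as the paper's, followed by the value found here. A value of a gene or list is listed when the signs differ or when the difference exceeds the larger SD of the groups compared. Both are on the log2 scale: on spots bright in both channels, the SD of the authors' log2 ratios was 0.993 to 1.07 times that of the scanner software's. For each gene and list 11 alternatives were set before the data were examined, as well as 16 fits that leave out a fish. Those alternatives are no background correction, the scanner software's processed signals, the authors' matrix, scaling between arrays, no filter on dim probes, the filter on all 16 arrays (which drops some of the probes and then gives no value), outlier spots kept, the slide as a block, the dye as a covariate, array weights and only the compared groups in the fit. For each set of genes it is said under which of them the value comes within that SD of the paper's, and under the others it does not. The fits without a fish follow after the genes.

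Of 430 values in the paper's tables that could be compared, 412 had the same sign here. Of those 388 were smaller here than in the paper and 24 larger, with a median ratio of sizes of 0.593, and 220 differ by the measure above. With no background correction 36 differ, with the authors' matrix 33, with the processed signals 135, with scaling 240 with outlier spots kept 218, with array weights 225 and with the filter on all 16 arrays, which drops probes, 142. The other 4 alternatives leave it at 220. The reported values include the normexp offset of 50, while the median fish signal of an array was 46 to 133 before background correction. Such an offset makes the log2 ratios of dim spots smaller in size. No alternative varied the offset alone, so that its share in the smaller sizes cannot be told. Smaller sizes here therefore do not by themselves speak against the paper's values. Left out are the values of AMBP protein and myozenin-2 in SL and of slow skeletal muscle troponin I in CL, where a group had no array well above background.

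With no background correction or the authors' matrix, and under no other of these alternatives, the next values come within the SD of the paper's. The paper gives 2.12 in C0 for angiotensinogen (0.89 here), -0.76 in C0 for fibronectin (-0.25 here), -2.68 in C0 for fibronectin type III domain containing 1 (-0.98 here) and 1.17 in C0 and 1.08 in CL for leukocyte cell-derived chemotaxin 2 (0.32 and 0.35 here). The paper gives -1.47 in C0 for C-C motif chemokine 19 (-0.70 here), -2.63 in C0 and -2.75 in CL for C-C motif chemokine 20 (-1.34 and -1.89 here) and 1.00 in C0 and 0.69 in CL for IL-10 receptor beta chain (0.32 and 0.22 here). The paper gives -0.80 in C0 and -0.71 in CL for chemokine (C-C motif) receptor 7 (-0.29 and -0.46 here), -0.95 in C0 and -0.68 in CL for TNFα-induced protein 2 (-0.28 and -0.34 here) and -1.03 in C0 for TNF receptor superfamily member 11B (-0.58 here). The paper gives -1.43 in C0 and -0.82 in CL for C1q/TNF related protein 1 (-0.45 and -0.47 here), -0.60 in C0 and -0.73 in CL for perforin-1 (-0.19 and -0.42 here) and -0.80 in C0 and -0.81 in CL for antimicrobial peptide NK-lysin (-0.15 and -0.36 here). The paper gives -1.01 in C0 and -1.05 in CL for CD209 antigen-like protein A (-0.35 and -0.48 here), -1.22 in C0 for scavenger receptor class A, member 5 (-0.28 here) and -1.24 in C0 and -1.17 in CL for lysozyme g (-0.48 and -0.64 here). The paper gives -1.56 in CL for Jeltraxin (-1.00 here), 1.60 in C0 and 1.05 in CL for matrix metalloproteinase (0.59 and 0.30 here) and -0.92 in C0 and -0.74 in CL for beta-1,4 N-acetylgalactosaminyltransferase 1 (-0.36 and -0.37 here). The paper gives -0.97 in C0 and -0.97 in CL for beta-1,3-galactosyltransferase (-0.42 and -0.55 here), -1.80 in C0 and -1.27 in CL for ADAM metallopeptidase (-0.59 and -0.64 here) and -1.83 in C0 for trypsin (-0.90 here).

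The same alternatives, and no others, apply to the values that follow. The paper gives -0.81 in C0 for collagen triple helix repeat-containing protein (-0.21 here), -1.48 in C0 for type VI collagen alpha 1 (-0.42 here), -1.23 in C0 and -0.82 in CL for type VI collagen alpha 2 isoform 2C2 (-0.33 and -0.36 here) and -1.55 in C0 for type XII collagen alpha 1 short isoform (-0.54 here). The paper gives -0.78 in C0 for type XVI alpha 1 collagen (-0.18 here), -0.82 in C0 for leprecan 1 (-0.22 here), -1.73 in C0 and -2.68 in SL for 6-phosphofructokinase type C (-0.53 and -0.96 here) and -1.57 in C0 and -1.71 in SL for lactate dehydrogenase A4 (-0.45 and -0.48 here). The paper gives -2.08 in C0, -1.99 in CL and -2.52 in SL for desmin (-0.92, -1.09 and -1.11 here) and -1.26 in C0 and -2.22 in CL for myozenin-2 (-0.46 and -0.65 here). The paper gives -2.77 in C0 for troponin I fast myotomal muscle (-1.32 here), -2.10 in CL and -1.83 in SL for troponin I, cardiac muscle (-1.25 and -0.77 here), -1.14 in SL for histidine-rich calcium-binding protein (-0.29 here) and -1.25 in C0 and -0.82 in CL for angiopoietin-related protein 1 (-0.37 and -0.43 here). The paper gives -1.23 in C0 for epidermal growth factor-like protein 6 (-0.35 here), -0.82 in C0 for bone morphogenetic protein 8A (-0.22 here), -0.79 in C0 for TGFβ1 (-0.39 here) and -0.71 in C0 and -0.52 in CL for TGF binding protein (-0.20 and -0.17 here). The paper gives -0.94 in C0 and -0.71 in CL for sclerostin domain-containing protein 1 (-0.25 and -0.24 here), -0.76 in C0 for connective tissue growth factor (-0.27 here) and -1.16 in C0 and -0.93 in CL for fibroblast growth factor 3 (-0.36 and -0.43 here). The paper gives 1.70 in C0 and 1.86 in CL for 11-beta-hydroxysteroid dehydrogenase (0.73 and 0.94 here), 0.81 in C0 and 0.60 in CL for cytochrome P450 3A27 (0.21 and 0.20 here) and 2.30 in C0 and 2.52 in CL for FK506 binding protein 5 (1.05 and 1.34 here).

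For further genes the same holds of the same alternatives. The paper gives -0.31 in C0 and -0.87 in SL for heat shock protein 90 kDa (-0.079 and -0.21 here) and -1.28 in C0 for multidrug resistance associated protein 2 (-0.46 here).

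Only no background correction, the scanner software's processed signals or the authors' matrix brought the values of the following genes within the SD of the paper's. The paper gives -1.13 in C0 and -1.06 in CL for platelet derived growth factor A chain (-0.54 and -0.69 here), -1.05 in C0 for platelet-derived growth factor receptor-like (-0.34 here), 0.86 in C0 for leukotriene b4 12-hydroxydehydrogenase (0.34 here) and 0.84 in C0 for prostaglandin E2 receptor EP4 subtype (0.38 here). The paper gives 1.88 in SL for C-C motif chemokine 19-2 (1.22 here), -1.21 in CL for C-C motif chemokine 19 (-0.84 here), 1.05 in C0 for IL-11 (0.44 here), -1.50 in C0 for IL-1 cytokine family member (-0.54 here) and 1.75 in C0 for IL-1 receptor type II (0.82 here). The paper gives -1.41 in CL for TNF receptor superfamily member 11B (-0.99 here), -1.35 in C0, -1.75 in CL and -0.87 in SL for complement C1q subcomponent subunit C (-0.72, -1.06 and -0.48 here) and 0.73 in SL for C1q/TNF related protein 1 (0.045 here). The paper gives -0.88 in CL for collectin sub-family member 12 (-0.32 here), -1.32 in C0 and -0.89 in SL for lectin (-0.67 and -0.50 here), -1.45 in C0 for Jeltraxin (-0.76 here) and -3.28 in C0 for nattectin (-1.86 here). The paper gives -1.26 in C0 for prolyl 4-hydroxylase subunit alpha-2 (-0.93 here), -1.43 in C0 for exostosin-like 2 (-0.58 here), -1.55 in C0 for serine protease 23 (-0.58 here), -2.42 in C0 for procollagen I N-proteinase (-1.00 here) and -1.62 in C0 for type VI collagen alpha 3 isoform 1 (-0.60 here). The paper gives -1.89 in C0 for type XI collagen (-0.98 here), -1.26 in C0 and -1.13 in CL for chondroitin sulfate proteoglycan 5 (-0.58 and -0.75 here), -2.29 in SL for myosin binding protein H-like (-0.92 here) and -2.63 in CL for myostatin 1a (-1.21 here). The paper gives -4.42 in C0, -3.72 in CL and -3.15 in SL for parvalbumin beta 1 (-2.48, -2.75 and -2.09 here), 0.59 in SL for angiopoietin-related protein 1 (0.043 here) and -0.91 in C0 for bone morphogenetic protein 4 (-0.38 here).

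More values come within the SD under those alternatives alone. The paper gives -1.29 in C0 for noggin-3 (-0.39 here), 0.95 in C0 and 0.55 in CL for osteoblast differentiation promoting factor (0.39 and 0.23 here), 0.84 in SL for connective tissue growth factor (0.035 here) and -1.23 in C0 for fibroblast growth factor receptor 3 (-0.44 here). The paper gives 1.05 in C0 for 7-dehydrocholesterol reductase (0.42 here), 2.93 in CL for FK506-binding protein 5 (2.25 here), 0.82 in C0 for vitamin D3 hydroxylase-associated (0.48 here) and 1.06 in C0 and 0.63 in CL for arginine N-methyltransferase 5 (0.46 and 0.22 here). The paper gives 3.17 in C0 for glutamate decarboxylase-like 1 (1.63 here), 0.98 in C0 and 0.98 in CL for lysine ketoglutarate reductase (0.43 and 0.51 here), 1.27 in C0 for GADD45 alpha (0.62 here) and 0.93 in CL for caspase-3 (0.58 here). The paper gives 1.36 in C0 and 1.20 in CL for glutathione peroxidase type 2 (0.74 and 0.64 here), 0.97 in C0 for glutathione reductase mitochondrial (0.53 here) and -2.01 in C0 and 0.61 in SL for heat shock protein 47 kDa (-1.56 and 0.15 here). The paper gives 0.55 in SL for solute carrier family 1, member 4 (0.077 here), 1.38 in CL for ATP-binding cassette A12 (0.96 here), 0.88 in C0 for ATP-binding cassette B6 (0.29 here) and -2.28 in C0 for ATP-binding cassette C1 (-1.21 here).

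The next genes have values within the SD of the paper's under no background correction, the scanner software's processed signals, the authors' matrix or scaling between arrays and none of the rest. The paper gives -0.80 in C0 for fibronectin 1 (-0.39 here), -0.91 in C0 for platelet endothelial cell adhesion molecule (-0.48 here), -1.02 in C0 and 0.81 in SL for C1q/TNF related protein 5 (-0.42 and 0.22 here) and -1.38 in C0 for ribonuclease T2 (-1.08 here). The paper gives 0.88 in SL for serine protease 23 (0.25 here), -3.70 in C0 for type I collagen a3(I) (-2.42 here), 0.50 in SL for type XI collagen (0.062 here), 0.61 in SL for type XII collagen alpha 1 short isoform (-0.049 here) and -1.08 in C0 for spondin 1 (-0.41 here). The paper gives -2.87 in C0 and -3.32 in SL for glucose-6-phosphate isomerase (-1.82 and -1.88 here), -3.10 in C0 and -3.43 in SL for phosphoglycerate mutase 2 (-2.19 and -2.08 here) and -2.74 in C0 for myosin binding protein H-like (-1.34 here). The paper gives -3.35 in C0 for myosin light chain 1 (-1.83 here), -4.15 in C0 and -3.69 in SL for troponin T, fast skeletal muscle (-2.83 and -2.40 here) and -3.09 in C0 and -3.55 in SL for ATPase, Ca++ transporting (-1.71 and -1.53 here). The paper gives -1.89 in C0 for TGFβ -induced ig-h3 (-1.16 here), 0.32 in SL for glutaminase (-0.072 here), -0.14 in SL for lysine ketoglutarate reductase (0.071 here), 1.07 in C0 for caspase-3 (0.69 here) and -1.09 in C0 and 0.49 in SL for programmed cell death 1 ligand 1 (-0.77 and 0.016 here). The paper gives -2.59 in C0 for glutathione peroxidase 7 (-1.31 here), 1.73 in C0 for ATP-binding cassette A12 (1.26 here), 0.40 in SL for ATP-binding cassette C1 (-0.23 here) and 0.46 in SL for multidrug resistance associated protein 2 (-0.10 here).

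None of the alternatives brings the values of the next genes within the SD of the paper's. The paper gives -0.74 in SL for collectin sub-family member 12 (0.038 here), -1.09 in C0 and -0.76 in CL for differentially regulated trout protein 1 (2.88 and 2.40 here) and 2.44 in C0 and 1.24 in CL for AMBP protein (-0.31 and -0.49 here). The paper gives -1.48 in C0 for GalNAc alpha 2,6-sialyltransferase (1.03 here), 0.51 in CL and 0.33 in SL for alpha actin (-2.89 and -2.66 here) and -3.95 in CL and -4.35 in SL for myosin IB (-0.60 and -0.24 here). The paper gives -1.95 in SL for sarcospan (-0.14 here), -4.10 in C0, -6.17 in CL and -5.26 in SL for titin isoform N2-A (-0.36, -0.37 and -0.49 here) and -2.71 in CL and -3.21 in SL for tropomyosin alpha-3 chain (0.50 and 0.36 here). The paper gives -0.05 in SL for troponin I fast myotomal muscle (-1.35 here), -3.78 in SL for myostatin 1a (-0.48 here), -1.54 in C0 for histidine-rich calcium-binding protein (-0.25 here) and 1.90 in C0 and 1.77 in CL for solute carrier family 1, member 4 (0.28 and 0.45 here).

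Under no background correction, the scanner software's processed signals, the authors' matrix or array weights alone, these values come within the SD of the paper's. The paper gives 1.46 in CL for IL-11 (0.69 here), 1.12 in CL for IL-1 receptor type II (0.33 here), -0.55 in SL for CD209 antigen-like protein A (-0.21 here), -1.12 in CL for type VI collagen alpha 3 isoform 1 (-0.64 here) and -1.02 in CL for spondin 1 (-0.52 here). The paper gives -2.75 in CL for myosin binding protein H-like (-1.30 here), -1.96 in CL for nebulin-like (-0.63 here), 0.67 in CL for glutathione reductase mitochondrial (0.33 here) and 0.68 in CL for ATP-binding cassette B6 (0.26 here).

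With no background correction, the authors' matrix or array weights, and under no other of these alternatives, the next values come within the SD of the paper's. The paper gives -2.26 in CL for fibronectin type III domain containing 1 (-1.36 here), -0.59 in CL for collagen triple helix repeat-containing protein (-0.23 here), -0.86 in CL for type VI collagen alpha 1 (-0.30 here), -0.45 in CL for leprecan 1 (-0.15 here) and -0.95 in CL for epidermal growth factor-like protein 6 (-0.47 here). The paper gives -0.40 in SL for sclerostin domain-containing protein 1 (-0.044 here).

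Only no background correction, the scanner software's processed signals, the authors' matrix, scaling between arrays or array weights brought the values of the following genes within the SD of the paper's. The paper gives -2.77 in C0 for chemokine CCL-C11b (-1.29 here), -1.30 in C0 for C1q/TNF related protein 2 (-0.55 here), -0.82 in C0 for lectin mannose-binding (-0.55 here), -2.09 in C0 for carboxypeptidase N catalytic chain (-0.90 here) and -1.79 in C0 for myostatin 1a (-0.78 here). The paper gives 0.94 in CL for heat shock protein 60 kDa (0.44 here).

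The next genes have values within the SD of the paper's under no background correction, the authors' matrix, scaling between arrays or array weights and none of the rest. The paper gives 1.15 in CL for angiotensinogen (0.23 here), -1.18 in CL for lactate dehydrogenase A4 (-0.34 here) and -0.23 in CL for heat shock protein 90 kDa (0.078 here).

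Under the authors' matrix alone, these values come within the SD of the paper's. The paper gives 0.91 in C0 for leukotriene A-4 hydrolase (0.42 here), 0.87 in CL for prostaglandin E2 receptor EP4 subtype (0.44 here) and 0.66 in CL for diphosphomevalonate decarboxylase (0.18 here).

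With no background correction, the authors' matrix or scaling between arrays, and under no other of these alternatives, the next values come within the SD of the paper's. The paper gives -4.04 in C0 and -3.28 in SL for troponin C, skeletal muscle (-2.24 and -1.83 here).

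Only scaling between arrays brought the values of the following genes within the SD of the paper's. The paper gives -0.61 in C0 for collectin sub-family member 12 (-0.27 here).

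The next genes have values within the SD of the paper's under the scanner software's processed signals and none of the rest. The paper gives -1.73 in CL for histidine-rich calcium-binding protein (0.062 here).

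Under the scanner software's processed signals, the authors' matrix or outlier spots kept alone, these values come within the SD of the paper's. The paper gives 1.02 in C0 for diphosphomevalonate decarboxylase (0.42 here).

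With the scanner software's processed signals, the authors' matrix, outlier spots kept or array weights, and under no other of these alternatives, the next values come within the SD of the paper's. The paper gives 1.59 in C0 for taurine transporter (1.42 here).

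Means of lists differ as well. The paper's hemoglobin mean in Table 2 covers another number of probes than the 19 here, so that the probe sets are not the same. For the hemoglobins the paper gives -2.45 in C0, where -1.54 was found, within the SD under no background correction, the processed signals or the authors' matrix, and -2.52 in CL, where -1.80 was found, within it under those and the filter on all 16 arrays. In Figure 4, read by eye, the paper's mean for B cell genes is about -1.5 in C0 (-0.84 here) and about -1.4 in CL (-0.94 here), within the SD under no background correction, the processed signals or the authors' matrix and no others. For antigen presentation, Figure 4, read by eye, gives about -1.1 in C0 (-0.88 here), within the SD under those 3, scaling or the filter on all 16 arrays. For T cell genes, Figure 4, read by eye, gives about -0.98 in C0 (-0.40 here) and about -0.90 in CL (-0.47 here), and none of the 11 alternatives brings these within the SD.

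In Additional file 1, from which the mean difference of a gene from S0 was taken, 2 of the genes drawn in Figures 1 and 2 and absent from the tables differ too. The paper's file gives -4.0 in C0 and -3.90 in SL for ENOA (-2.39 and -2.11 here), within the SD under no background correction, the processed signals, the authors' matrix or scaling. For HG2A in SL it gives -0.22, and 0.0019 was found here, of the same sign under no background correction, the processed signals, the authors' matrix, outlier spots kept or array weights. The other 30 differences of the 11 genes so compared are within the SD. In its text the paper has nattectin 8 times lower, without naming the group (3.63 times in C0 here). For VHSV-inducible protein-3, BANF1 and hect domain and RLD 6 together it gives changes of 4 to 6 times, with no value there for each. VHSV-inducible protein-3 was 2.24 times lower here, under the lower end of 4. Nattectin is within the SD of its value, and VHSV-inducible protein-3 within that of the lower end, under no background correction, the processed signals, the authors' matrix or scaling.

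The paper's count of genes changed in C0 or CL is 1570, and 131 were called here. Additional file 1 marks 1250 in C0, 749 in CL and 234 in SL, where limma called 69, 106 and 0 here, with 1992, 2358 and 506 at an unadjusted p under 0.05. None of the 14 alternatives set for these counts and none of the 16 fits without a fish comes within 1.5 times of the paper's counts, and for the union none of 12. The Dunnett test of the paper's methods without adjustment over genes gave 371, 338 and 17 (union 512). Chosen after seeing the values, a two-group test with pooled variance on the authors' matrix, not adjusted over genes, gave 1247, 735 and 234 and a union of 1525, and dropped 3, 14 and 1 of the items the paper marks. Also chosen after seeing the values, the Dunnett test on the authors' matrix gave 1030, 584 and 106 (union 1199), with 978, 528 and 98 of the items the paper marks, and dropped 272, 221 and 136 of them.

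Between the C0 and CL differences the paper gives r = 0.74, and 0.94 was found over the 131 genes called in either. It was 0.91 over the genes of the Dunnett test, and none of the 12 alternatives set for it and none of the fits without a fish reached the paper's value. Over all tested genes it was 0.83, and with the two-group test on the authors' matrix, chosen after seeing the values, 0.92 (that test drops 3 items the paper marks in C0 and 14 in CL).

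With a fish left out, other values than those reported come within the SD of the paper's, and all values not named next for a fish stay outside it without that fish. Without S0-4 they are fibronectin type III domain containing 1 (CL), platelet endothelial cell adhesion molecule (C0), chemokine CCL-C11b (C0), C1q/TNF related protein 5 (C0), C1q/TNF related protein 2 (C0), lectin mannose-binding (C0), CD209 antigen-like protein A (SL), carboxypeptidase N catalytic chain (C0) and collagen triple helix repeat-containing protein (CL). Also without S0-4 they are type VI collagen alpha 3 isoform 1 (CL), type XII collagen alpha 1 short isoform (SL), spondin 1 (CL), glucose-6-phosphate isomerase (C0), lactate dehydrogenase A4 (CL), phosphoglycerate mutase 2 (C0), myosin light chain 1 (C0), troponin C, skeletal muscle (SL) and troponin I fast myotomal muscle (C0). Also without S0-4 they are troponin T, fast skeletal muscle (C0, SL), myostatin 1a (C0), ATPase, Ca++ transporting (C0), parvalbumin beta 1 (CL, SL), epidermal growth factor-like protein 6 (CL), TGFβ -induced ig-h3 (C0), lysine ketoglutarate reductase (SL), heat shock protein 47 kDa (C0) and heat shock protein 60 kDa (CL). Also without S0-4 they are ATP-binding cassette B6 (CL), ENOA (C0, SL) and the hemoglobins list (CL). Without CL-1 they are angiotensinogen (CL), fibronectin type III domain containing 1 (CL), platelet derived growth factor A chain (CL), leukocyte cell-derived chemotaxin 2 (CL), IL-11 (CL), IL-1 receptor type II (CL), IL-10 receptor beta chain (CL), chemokine (C-C motif) receptor 7 (CL) and C1q/TNF related protein 1 (CL). Also without CL-1 they are collagen triple helix repeat-containing protein (CL), type VI collagen alpha 1 (CL), type VI collagen alpha 3 isoform 1 (CL), leprecan 1 (CL), spondin 1 (CL), lactate dehydrogenase A4 (CL), desmin (CL), nebulin-like (CL) and parvalbumin beta 1 (CL). Also without CL-1 they are angiopoietin-related protein 1 (CL), epidermal growth factor-like protein 6 (CL), osteoblast differentiation promoting factor (CL), heat shock protein 60 kDa (CL), heat shock protein 90 kDa (CL), ATP-binding cassette A12 (CL), ATP-binding cassette B6 (CL) and the hemoglobins list (CL). Without S0-2 they are angiotensinogen (CL), platelet derived growth factor A chain (CL), C-C motif chemokine 19-2 (SL), C-C motif chemokine 19 (CL), IL-11 (CL), chemokine (C-C motif) receptor 7 (CL), TNF receptor superfamily member 11B (CL), C1q/TNF related protein 1 (CL) and CD209 antigen-like protein A (SL). Also without S0-2 they are lectin (SL), collagen triple helix repeat-containing protein (CL), myostatin 1a (C0), osteoblast differentiation promoting factor (CL), FK506-binding protein 5 (CL), glutamate decarboxylase-like 1 (C0), heat shock protein 60 kDa (CL) and the antigen presentation list (C0).

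Without S0-3 they are fibronectin 1 (C0), chemokine (C-C motif) receptor 7 (CL), C1q/TNF related protein 5 (SL), lectin (SL), ribonuclease T2 (C0), serine protease 23 (SL), type XI collagen (SL), troponin I fast myotomal muscle (SL) and glutaminase (SL). Also without S0-3 they are heat shock protein 47 kDa (SL), taurine transporter (C0), multidrug resistance associated protein 2 (SL), HG2A (SL) and the antigen presentation list (C0). Without S0-1 they are fibronectin 1 (C0), platelet derived growth factor A chain (CL), chemokine (C-C motif) receptor 7 (CL), C1q/TNF related protein 1 (CL), lectin mannose-binding (C0), serine protease 23 (SL), collagen triple helix repeat-containing protein (CL), desmin (CL) and nebulin-like (CL). Also without S0-1 they are troponin I fast myotomal muscle (SL), troponin I, cardiac muscle (CL) and HG2A (SL). Without C0-1 they are fibronectin 1 (C0), 6-phosphofructokinase type C (C0), glucose-6-phosphate isomerase (C0), phosphoglycerate mutase 2 (C0), troponin T, fast skeletal muscle (C0), ATPase, Ca++ transporting (C0), glutamate decarboxylase-like 1 (C0), heat shock protein 90 kDa (C0) and the antigen presentation list (C0). Without CL-2 they are platelet derived growth factor A chain (CL), IL-11 (CL), chemokine (C-C motif) receptor 7 (CL), TNF receptor superfamily member 11B (CL), glutathione reductase mitochondrial (CL) and heat shock protein 60 kDa (CL). Without SL-1 they are C-C motif chemokine 19-2 (SL), serine protease 23 (SL), type XI collagen (SL), troponin T, fast skeletal muscle (SL), parvalbumin beta 1 (SL) and HG2A (SL). Without SL-3 they are C-C motif chemokine 19-2 (SL), serine protease 23 (SL), type XI collagen (SL), troponin T, fast skeletal muscle (SL) and parvalbumin beta 1 (SL). Without C0-4 they are glutamate decarboxylase-like 1 (C0), GADD45 alpha (C0), heat shock protein 47 kDa (C0), taurine transporter (C0) and the antigen presentation list (C0).

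Without C0-3 they are fibronectin 1 (C0), lectin mannose-binding (C0), glutamate decarboxylase-like 1 (C0) and the antigen presentation list (C0). Without C0-2 they are fibronectin 1 (C0), lectin mannose-binding (C0) and programmed cell death 1 ligand 1 (C0). Without CL-4 they are chemokine (C-C motif) receptor 7 (CL), TNF receptor superfamily member 11B (CL) and complement C1q subcomponent subunit C (CL). Without SL-4 they are complement C1q subcomponent subunit C (SL), lectin (SL) and HG2A (SL). Without SL-2 they are CD209 antigen-like protein A (SL), troponin I fast myotomal muscle (SL) and HG2A (SL). Without CL-3 they are complement C1q subcomponent subunit C (CL) and spondin 1 (CL).

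Of 185 genes of the paper's tables found in Additional file 1, 31 have at least 1 printed value that differs by more than 0.011 from the mean in that file for the probe of that name. That is 65 of 433 printed values. In Table 5, 38 printed values of CL or SL, for 21 of 34 genes, are not those of the gene's own probe in that file, and 23 of the 38 equal the value of another gene of the same table. Differences from Table 5 are to be read with that limit.

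Some directions and names in the paper were not found here. The paper reports differentially regulated trout protein 1 as lower under cortisol, and it was higher here by 2.88 in C0 and 2.40 in CL. The paper's printed values for it equal those of the probe named Major facilitator superfamily domain-containing protein 2 in Additional file 1. The paper reports AMBP protein as enhanced, while it differed by -0.31 in C0 and -0.49 in CL here, and the printed values equal those of a cathelicidin probe. It reports GalNAc alpha 2,6-sialyltransferase as lower, while it differed by 1.03 in C0, 0.77 in CL and 0.48 in SL, and the printed values equal those of the probe named Cysteine-rich protein 2. For these 3 genes the authors' matrix gave 3.46 and 2.86, -0.61 and -0.88, and 2.05 and 1.62 in C0 and CL. Alpha actin, printed as higher in CL and SL in Table 5, differed here by -2.89 and -2.66, and tropomyosin alpha-3 chain, printed as lower there, by 0.50 and 0.36. For 4 more genes the printed values equal those of a probe of another name in Additional file 1: solute carrier family 1, member 4 those of a CCAAT/enhancer-binding protein beta probe (its own probe has 0.73 in C0 and 0.95 in CL there), CCAAT/enhancer-binding protein beta those of GalNAc alpha 2,6-sialyltransferase, histidine-rich calcium-binding protein those of guanidinoacetate N-methyltransferase, and microfibrillar-associated protein 2 those of supervillin. Differences from the paper for these genes are thus not only differences in processing.

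The paper has cytochrome b558 alpha-subunit induced by cortisol, and it differed here by 0.92 in C0 and -0.40 in CL. It has TGFβ1 lower under cortisol, and the differences here were -0.39 in C0, 0.13 in CL and 0.33 in SL. It describes C-C motif chemokine 19 as induced by lice and not by cortisol. The differences here were 1.14, 1.22 and 0.59 in SL for its 3 forms, 0.52, 0.49 and 0.18 in C0 and 0.60, -0.08 and -0.06 in CL, and none of them was called. It has 2 C1q/TNF related genes higher with lice, and in SL these differed by 0.22 (protein 5) and 0.04 (protein 1). On MMP9 and MMP13 with lice alone the paper states both a lesser rise and no response, and here they were higher in SL by 0.82 and 1.05, not called (limma adjusted p = 0.996 for both).

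Of the genes of the paper named by the rule, Additional file 1 marks 319 differences from S0 as changed, and limma called 49 of these here. Among the rest, 64 were called with no background correction, 58 with the authors' matrix, 57 with array weights, 49 with the processed signals, 15 with the filter on all 16 arrays, 8 with the dye as a covariate, 7 with only the compared groups in the fit, 1 with scaling, 58 with some fish left out and 1 with slide and dye together, chosen after seeing the values. At least 1 of these called 122 of them.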

Other observations

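Of the tests in this part, the counts over other divisions of the fish were set before the data were examined, and the tests on lists adjusted for another list, and the look at the division that called most genes, were chosen after the results had been seen.

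Among the 35 divisions of the CL and S0 fish into 4 and 4, 1 other than the real division called at least as many genes: CL-1 with S0-1, S0-2 and S0-3 against S0-4 with CL-2, CL-3 and CL-4. It called 507 genes, 31 higher and 476 lower in the side with CL-2 to CL-4, and shared 18 with the real division. Of the 507, 410 rose with the myofiber list from fish to fish in the other groups, 16 of the 34 Table 5 genes were among them and 10 of 20 collagens and other extracellular matrix genes of Table 4. Limma called 7 of the 22 myofiber probes and 5 of the 12 collagen probes in that division.

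The hypothesis that less blood in the cortisol samples explains the lower immune lists was tested by adjusting each list for the hemoglobins list of each fish. What was left in C0 and CL against S0 was -0.39 and -0.45 for the T cell list (standard errors 0.124 and 0.138) and -0.97 and -1.31 for the antigen presentation list (0.344 and 0.383), with 95% intervals below 0, which argues against less blood as the whole cause of these. For the B cell list -0.42 and -0.45 were left (0.197 and 0.219), with intervals that include 0, so that for B cell genes a lower share of blood may be part of the difference and cannot be told apart from another cause with 4 fish per group. Within groups the B cell list followed the hemoglobins with r = 0.625 (permutation p = 0.0429, adjusted over 6 relations 0.0858), the T cell list with 0.0347 and the antigen presentation list with -0.0931. Blood counts of these fish were not used here.

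The hypothesis that collagen transcripts vary with muscle transcripts was tested in the same way. After adjusting for the myofiber list, -1.03 of the collagens difference was left in C0 (standard error 0.337), whose 95% interval lies below 0, so that muscle transcripts are argued against as its whole cause. In CL -0.59 was left (0.372) with an interval that includes 0, so that there the explanations cannot be told apart with 4 fish per group, 1 of them CL-1. Within groups the 2 lists had r = 0.381, and 0.0329 without CL-1 and C0-1.

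The interaction of cortisol and lice, which the paper does not test, was fitted for the lists as well. The difference between the effect of cortisol with and without lice was 1.53 for G0S2 (standard error 1.32), 1.12 for myofiber proteins (0.721), -1.44 for MMP9 and MMP13 (1.03), 0.39 for virus responsive genes (0.340), 0.19 for collagens (0.374), 0.18 for B cell (0.194), -0.12 for antigen presentation (0.264), 0.09 for hemoglobins (0.439) and -0.01 for T cell genes (0.0989). None of the 9 passed the threshold, with limma p adjusted over the 9 between 0.613 and 0.882.

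Log2 ratios of arrays whose fish carried the same dye had r from -0.439 to 0.577 over 56 pairs. Of these pairs 6 were below -0.3, none of them within a group.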
